# Transcriptomic Evaluation of Pulmonary Fibrosis-Related Genes: Utilization of Transgenic Mice with Modifying p38 Signal in the Lungs

**DOI:** 10.3390/ijms21186746

**Published:** 2020-09-14

**Authors:** Shuichi Matsuda, Jun-Dal Kim, Fumihiro Sugiyama, Yuji Matsuo, Junji Ishida, Kazuya Murata, Kanako Nakamura, Kana Namiki, Tatsuhiko Sudo, Tomoyuki Kuwaki, Masahiko Hatano, Koichiro Tatsumi, Akiyoshi Fukamizu, Yoshitoshi Kasuya

**Keywords:** p38 mitogen-activated protein kinase, bleomycin-induced pulmonary fibrosis, idiopathic pulmonary fibrosis, RNA sequencing, alveolar epithelial type II cells

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive fibrosing lung disease that is caused by the dysregulation of alveolar epithelial type II cells (AEC II). The mechanisms involved in the progression of IPF remain incompletely understood, although the immune response accompanied by p38 mitogen-activated protein kinase (MAPK) activation may contribute to some of them. This study aimed to examine the association of p38 activity in the lungs with bleomycin (BLM)-induced pulmonary fibrosis and its transcriptomic profiling. Accordingly, we evaluated BLM-induced pulmonary fibrosis during an active fibrosis phase in three genotypes of mice carrying stepwise variations in intrinsic p38 activity in the AEC II and performed RNA sequencing of their lungs. Stepwise elevation of p38 signaling in the lungs of the three genotypes was correlated with increased severity of BLM-induced pulmonary fibrosis exhibiting reduced static compliance and higher collagen content. Transcriptome analysis of these lung samples also showed that the enhanced p38 signaling in the lungs was associated with increased transcription of the genes driving the p38 MAPK pathway and differentially expressed genes elicited by BLM, including those related to fibrosis as well as the immune system. Our findings underscore the significance of p38 MAPK in the progression of pulmonary fibrosis.

## 1. Introduction

Pulmonary fibrosis is the result of the end-stage pathological development of existing lung diseases caused by infection, autoimmunity, chronic inflammation, and idiopathy. Idiopathic pulmonary fibrosis (IPF), one of the most common causes of interstitial pneumonia, is characterized by progressive and irreversible fibrotic scar formation in the gas exchange regions of the lung, resulting in organ malfunction. IPF is a devastating lung disease as patients show poor prognosis, with a median survival of 2–5 years as well as increased risks of pulmonary hypertension and lung cancer [1]. A chronic inflammatory process of the lung has long been considered a main potential mechanism underlying IPF [2]. Moreover, innate and adaptive inflammation may contribute to determining the rate of disease progression in patients with IPF [3]. However, the mortality of patients with IPF is correlated with the extent of fibrotic focus formation, which results from the abnormal and excessive accumulation of extracellular matrix (ECM) components, including collagen, fibronectin, and elastin [4]. Hence, recent studies focusing on the behaviors of ECM-producing myofibroblasts in pulmonary fibrosis may also inform the identification of therapeutic options for IPF [5,6,7,8]. In terms of current pharmacological therapies for IPF, while nintedanib and pirfenidone have been approved by the Food and Drug Administration, neither can improve the survival of patients with IPF [9]. Indeed, new beneficial strategies that enable patients with IPF to survive longer and with improved quality of life have been long-awaited.

Among mitogen-activated protein kinases (MAPKs), members of the p38 MAPK family are activated in response to environmental stresses such as inflammatory stimuli by cytokines and Toll-like receptor ligands, osmolality shock, ultraviolet irradiation, oxidative stress, chemotherapeutic drugs, etc. Of the four isoforms (α, β2, γ, and δ) of p38, p38α is ubiquitously expressed in adult tissues and its physiological and pathological roles have been well investigated [10]. p38 MAPKs are activated by dual phosphorylation of the TGY motif within their activation loop by two upstream MAPK kinases (MAP2Ks)— mitogen-activated protein kinase kinase (MKK)-3 and MKK6—that are activated by various types of MAPKK kinases (MAP3Ks) [11]. In addition to this canonical activation pathway, specific binding of transforming growth factor (TGF)-β-activated kinase 1-binding protein 1 to p38α leads to p38α autophosphorylation and activation [12]. TGF-β signaling is one of the most crucial factors in the murine pulmonary fibrosis model and may be potentiated in the pathogenesis of IPF [13,14]. These findings strongly suggest the involvement of p38 signaling in the development of pulmonary fibrosis. In fact, several studies have reported that p38 inhibitors, SB239063 and FR-167653, can ameliorate bleomycin (BLM)-induced pulmonary fibrosis [15,16]. Lipopolysaccharide-induced epithelial-mesenchymal transition (EMT), in the early pulmonary fibrosis process, may be associated with p38 and TGF-β/smad3 signaling pathways [17]. Additionally, macrophage-specific loss of function of forkhead box M1, which inhibits the p38 signaling pathway, exacerbates BLM-induced pulmonary fibrosis [18]. Furthermore, pirfenidone was originally recognized as a small molecule p38γ inhibitor that blocks the synthesis of TGF-β [19]. Hence, the involvement of p38 signaling in the pathogenesis of pulmonary fibrosis is indubitable.

Here, we designed the study to elucidate new therapeutic target genes for IPF based on the notion that p38 positively regulates the development of pulmonary fibrosis. Mice with stepwise changes in the intrinsic activity of p38, specifically in alveolar epithelial type II cells (AEC II), were subjected to the pulmonary fibrosis model by BLM because AEC II could play a critical role in the progression of IPF [20]. RNA sequencing of total RNA derived from the lungs followed by transcriptome analysis was performed.

## 2. Results

### 2.1. Aggravation of BLM-Induced Murine Pulmonary Fibrosis Correlated with Increased Intrinsic p38 Activity in the Lungs

Histopathological assessment revealed that worsening severity of pulmonary fibrosis was associated with increased intrinsic p38 activity in the lungs (Figure 1A,B). At 8 days post-instillation (dpi) of BLM, tissue infiltration of inflammatory cells and thickening of the alveolar interstitium involved in aberrant collagen accumulation were observed. Moreover, these changes proceeded to diffuse and multifocal distributions at 15 dpi. These histopathological findings of BLM-induced pulmonary fibrosis in the MKK6-constitutive active (MKK6-CA) group were more severe and extensive than those in the wild-type (WT) group, whereas those in the p38-dominant negative (p38-DN) group were less severe and extensive than those in the WT group. Moreover, the distinct severity of pulmonary fibrosis was evident in semi-quantitative evaluation assessed by a modified Ashcroft score and stratified by three mouse groups. In contrast, no apparent inflammatory and fibrotic changes were observed in phosphate-buffered saline (PBS)-treated groups.

In addition, total cell counts in bronchoalveolar lavage fluid (BALF) at 8 dpi of BLM tended to increase with increased intrinsic p38 activity in the lungs (Figure 1C). Regardless of mouse genotype, macrophages and lymphocytes accounted for approximately 50% and 30% of the total cells in the BALF of BLM-treated groups, respectively (Supplementary Figure S1). Similarly, comprehensive protein analysis in BALF by western blot array revealed 77 upregulated molecules that were evoked by BLM and were associated with increased p38 activity in the lungs (Supplementary Table S1). These upregulated molecules included many pro-inflammatory and pro-fibrotic mediators such as interleukin (IL)-13, IL-17, stromal cell-derived factor 1(SDF-1)/C-X-C motif chemokine ligand (CXCL)-12, interferon (IFN)-γ, keratinocyte chemoattractant (KC)/CXCL1, monokine induced by gamma interferon (MIG)/CXCL9, macrophage inflammatory protein-1α (MIP-1α)/CC chemokine ligand (CCL)-3, and regulated upon activation normal T cell expressed and secreted (RANTES)/CCL5.

Measurements of collagen and static compliance in the lungs also supported the morphological alterations in the three mouse groups treated with BLM (Figure 1D,E). The amount of collagen in the left lungs at 8 dpi in the MKK6-CA group was significantly higher than that in the WT and p38-DN groups, although the difference between the WT and p38-DN groups was not significant. The decrease in static compliance in the MKK6-CA and WT groups was significantly larger than that in the p38-DN group, although the difference was not significant between the MKK6-CA and WT groups. Additionally, a reduction in body weight tended to increase with increased p38 signaling in the lungs, exhibiting the systemic effect implicated in the severity of BLM-treated mice (Figure 1F).

We verified the differences in intrinsic p38 activity in the lungs that underlie the different severity of BLM-induced fibrosis among three mouse genotypes. Immunofluorescence staining revealed the presence of AEC II, macrophages, and other parenchymal cells expressing p38 in the PBS-treated lungs (Supplementary Figure S2A). The differences in p38 expression in these lung cells were not observed among three mouse groups. In contrast, the proportion of the lung cells showing the nuclear localization of phospho-p38 (P-p38) was increased by BLM treatment (Supplementary Figure S2B,C). Additionally, the increased proportion corresponded with the theoretical stepwise upregulation of intrinsic p38 activity in the lungs, and this finding was most prominent in AEC II. Although p38 is ubiquitously expressed in the cytoplasm of resting cells, activated p38 is represented by the phosphorylation-dependent nuclear localization of p38 in response to various types of stimulation such as DNA damage [21,22]. Therefore, these results demonstrate the three graded intensities of p38 activation induced by BLM among three different mouse genotypes.

### 2.2. Comparative Transcriptome Analysis of a BLM-Induced Pulmonary Fibrosis Model Exhibiting Different Severity Due to p38 Activity in the Lungs

RNA sequencing (RNA-seq) was performed using lung samples at 8 dpi when the severity of BLM-induced pulmonary fibrosis was apparently different among the three groups and transcriptomic changes in the BLM-induced fibrosis model are more likely to be correlated with the progression of IPF [23,24]. 

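*Mapk14*, which encodes p38α, had 133, 107 and 120.0 CPM (counts scaled by TMM-normalized library size) in the PBS-treated WT lungs and 291, 188 and 221 in the PBS-treated p38-DN lungs, a log2 difference of 0.97 (SE 0.15), n = 3 mice per group. The p38-DN transgene carries a mouse p38α sequence, so its reads and those of the native gene are counted together. In the other groups *Mapk14* stood at 105, 128 and 126 CPM (MKK6-CA PBS), 128, 127 and 132 (WT BLM), 112, 112 and 109.8 (MKK6-CA BLM) and 156, 149.9 and 169.5 (p38-DN BLM). After BLM it was lower in the p38-DN lungs, by a log2 fold change of -0.56 (SE 0.14, FDR = 0.00909). *Map2k6*, the mouse gene for MKK6, had between 0.810 and 6.88 CPM over the 18 libraries. The MKK6-CA transgene carries the human sequence, so mouse gene counts can take in only part of its reads. How many they took in was not tested.

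For the p38-DN against WT difference of *Mapk14* in PBS-treated lungs, FDR = 0.0108 (edgeR's quasi-likelihood test over 13933 genes, with FDR standing for the Benjamini-Hochberg-adjusted p). In edgeR's test without p38-DN PBS replicate 1, the log2 difference was 0.78 and the adjusted p = 0.0890.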

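*Spp1*, the gene for the matrix and macrophage protein osteopontin, rose from 7.34 ± 1.31 to 636 ± 322 CPM after BLM in WT lungs (mean ± SD, n = 3 mice per group), from 15.0 ± 6.08 to 994 ± 253 in MKK6-CA lungs and from 15.2 ± 4.07 to 319.9 ± 78.8 in p38-DN lungs. *Gpnmb*, a gene of lipid-laden macrophages, rose in the same groups by log2 fold changes of 3.96 (SE 0.43), 4.12 (SE 0.50) and 4.42 (SE 0.45) in p38-DN, WT and MKK6-CA. The response to BLM was shared across genotypes: over 13933 genes, the log2 fold changes of p38-DN and WT lungs correlated with r = 0.785 across genes, those of WT and MKK6-CA with r = 0.830, and those of p38-DN and MKK6-CA with r = 0.713. Genes are not independent replicates, so no p is given for these. Of the DEGs, 1320 changed the same way in p38-DN and WT, 2042 in WT and MKK6-CA and 1175 in p38-DN and MKK6-CA. In the same pairs 1, 2 and 2 changed in opposite directions.

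The DEGs are genes past FDR 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and at least 2-fold changed, and *Spp1* had FDR = 1.20e-05, 5.68e-07 and 3.24e-07.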

Principal component analysis (PCA) showed a relationship in the expression of genes among the three mouse groups treated with BLM and PBS, while hierarchical clustering analysis visualized using a heatmap highlighted the trend of differentially expressed genes (DEGs) between the BLM- and PBS-treated groups (Figure 2A). In the PCA plot, the BLM-treated groups were all well separated from the PBS-treated groups and the variance in BLM-treated groups was less than that in PBS-treated groups, indicating the assembly of distinct clusters following BLM exposure. 

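The 9 BLM-treated lungs lay on one side of PC1 and the 9 PBS-treated lungs on the other, apart from p38-DN BLM replicate 3 at -15.5, which fell below MKK6-CA PBS replicate 1 at -11.3. PC1 held 43.2% of the variance of 13933 genes and PC2 12.7%. The mean scores on PC1 (± SD, n = 3) were -88.6 ± 10.6 for WT PBS, -45.5 ± 44.7 for MKK6-CA PBS and -58.4 ± 18.1 for p38-DN PBS, and 24.6 ± 35.0 for p38-DN BLM, 55.3 ± 54.2 for WT BLM and 113 ± 7.54 for MKK6-CA BLM. The spread within groups was taken as the mean distance of the libraries from their group mean over all components, corrected for group size. It went from 109 to 90.3 with BLM in WT and from 106 to 64.0 in MKK6-CA, whereas it was 67.9 in PBS-treated and 84.5 in BLM-treated p38-DN lungs.

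The BLM and PBS libraries differed on PC1 with an exact p = 2.50e-04 (labels permuted within genotypes, the smallest that 8000 assignments can give). The BLM groups had 0.846 times the spread of the PBS groups (one-sided exact p = 0.250 over 8 swaps of the labels, which can give no p below 0.125). The share of each library's gene reads that fall on exons was 16.4 ± 4.15% in WT PBS, 23.8 ± 7.74% in MKK6-CA PBS, 25.6 ± 2.97% in p38-DN PBS, 29.5 ± 3.64% in p38-DN BLM, 30.6 ± 7.69% in WT BLM and 42.5 ± 5.34% in MKK6-CA BLM, and within the groups followed PC1 with r = 0.873 and PC2 with r = -0.935 (exact p = 1.07e-04 for each of these Pearson correlations over 46656 orders, Benjamini-Hochberg-adjusted over PC1 and PC2).

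**Figure D1:**
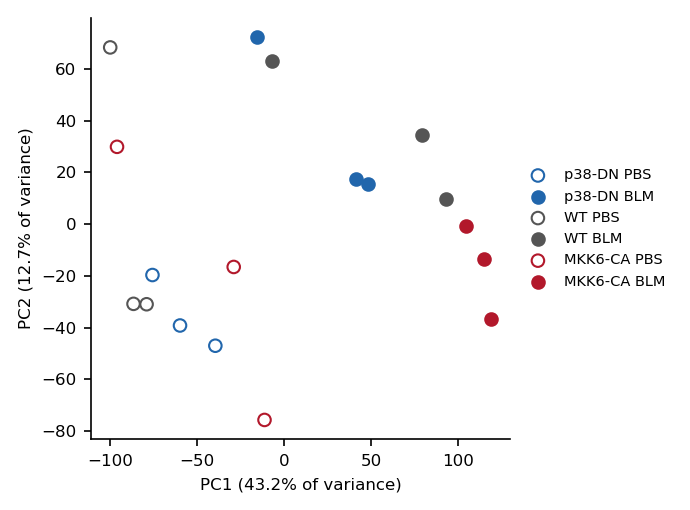
Scores of the 18 libraries on the first and second principal components of log2 CPM, by genotype (color) and treatment (filled, BLM; open, PBS).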

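Averaged over the 3 genotypes, BLM upregulated 1306 genes and downregulated 1475. *Lcn2*, an iron-binding gene of injured epithelium, rose by a log2 fold change of 3.53 (SE 0.36), the fibronectin gene *Fn1* by 4.04 (SE 0.23) and the adhesion gene *Chl1* by 4.49 (SE 0.19), with 9 BLM-treated against 9 PBS-treated lungs. The mucin gene *Muc5b* (-3.78, SE 0.36) and *Lypd2* (-3.82, SE 0.21) fell, both genes of airway secretory cells. Among 27 p53 targets, 10 rose, with a median log2 fold change of 0.70, and *Cdkn1a*, which stops the cell cycle, rose by 2.33 (SE 0.14).

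These calls passed FDR 0.05 and 2-fold in edgeR's quasi-likelihood test (Benjamini-Hochberg-adjusted over 13933 genes), with FDR = 8.84e-07 for *Lcn2*, 1.08e-09 for *Fn1*, 3.02e-11 for *Chl1*, 2.81e-07 for *Muc5b*, 6.06e-10 for *Lypd2* and 1.08e-09 for *Cdkn1a*. The p53 list ranked above other genes by camera with a preset correlation of 0.01 (adjusted p = 7.13e-08, or adjusted p = 0.0256 with an estimated correlation), and 10 of its genes rose when adjusted over the list alone. Over all 43 lists, 29 passed with the preset correlation and 1 with an estimated one.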

Consistent with this observation, hierarchical clustering analysis identified DEGs between the BLM- and PBS-treated groups. Gene set enrichment analysis (GSEA) in the p38 MAPK pathway revealed that genes involved in regulating this pathway were significantly upregulated in the BLM-treated WT and MKK6-CA groups compared to those in the PBS-treated group (false discovery rate [FDR] q value < 0.25) but not in the p38-DN group (Figure 2B). Moreover, volcano plots in the three mouse groups showed that the increased number of DEGs between the BLM- and PBS-treated groups was associated with an increase in p38 signaling in the lungs (Figure 2C and Supplementary Tables S2–S4). 

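Of 38 tested genes of a p38 MAPK pathway list, written after BioCarta, 4 rose in p38-DN lungs after BLM, 5 rose and 2 fell in WT, and 3 rose and 1 fell in MKK6-CA. *Myc*, a transcription factor gene of the list, rose by log2 fold changes of 1.43 (SE 0.33) in p38-DN, 1.36 (SE 0.35) in WT and 2.13 (SE 0.33) in MKK6-CA lungs (n = 3 against 3 mice). The gene for a TGF-β receptor, *Tgfbr1*, rose in WT lungs by 1.35 (SE 0.22), and *Eef2k*, a kinase of translation elongation, fell there (-1.36, SE 0.19). The median log2 fold change over the list was 0.08, 0.12 and 0.24 in p38-DN, WT and MKK6-CA.

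By camera with a preset correlation of 0.01 (Benjamini-Hochberg over 43 lists), the list gave adjusted p = 0.219, 0.221 and 0.102, or adjusted p = 0.325, 0.371 and 0.178 with an estimated correlation. Gene set enrichment on signal-to-noise with 1000 gene permutations gave normalized scores of 1.16, 1.15 and 1.40 (adjusted p = 0.294, 0.285 and 0.110, and permutation p = 0.233, 0.245 and 0.0790). At FDR 0.05 without the 2-fold threshold 10 rose and 3 fell in p38-DN, 12 rose and 3 fell in WT and 14 rose and 6 fell in MKK6-CA, or 34.2% of the list against 20.5% of all tested genes, 39.5% of the list against 38.3% of all tested genes and 52.6% of the list against 47.6% of all tested genes. Past 2-fold the share of the list was below that of all tested genes in each genotype. Adjusted over the list alone, as many genes as given above rose and fell past 2-fold in each genotype. Gene calls are from edgeR's quasi-likelihood test, where *Myc* had FDR = 0.00506, 0.00510 and 1.04e-04. Without the genes of p38α, MKK6 and the TGF-β ligands (33 tested genes left) the medians were 0.07, -0.04 and 0.21 (adjusted p = 0.355, 0.516 and 0.226 by limma's camera), so that the WT median changed sign. Without a filter on low counts the list passed in MKK6-CA by limma's camera, with adjusted p = 0.0409.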

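BLM changed 1606 genes in p38-DN lungs, 3077 in WT and 3259 in MKK6-CA, which is 11.5%, 22.1% and 23.4% of 13933 tested genes, with 3 mice per group. *Mt2*, a metallothionein gene induced by metals and inflammation, rose by log2 fold changes of 1.78 (SE 0.46) in p38-DN, 2.63 (SE 0.47) in WT and 4.29 (SE 0.42) in MKK6-CA lungs, and *Timp1*, which encodes an inhibitor of matrix proteases, by 3.71 (SE 0.73) in p38-DN, 4.60 (SE 0.77) in WT and 6.42 (SE 0.69) in MKK6-CA lungs. Over the 3077 genes changed in WT lungs, the mean log2 fold change in the direction of the WT change was 1.11 in p38-DN, 1.97 in WT and 1.52 in MKK6-CA. These genes were chosen by their change in WT, which raises the WT mean, so only p38-DN and MKK6-CA can be compared there. Over all 13933 genes the median absolute log2 fold change was 0.329 in p38-DN, 0.510 in WT and 0.539 in MKK6-CA. *Dbp*, a transcription factor gene under the control of the circadian clock, fell more in MKK6-CA than in p38-DN lungs, with a difference between the log2 fold changes of -3.09 (SE 0.35).

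The study counts DEGs between BLM- and PBS-treated lungs in each genotype and associates their rising number from p38-DN through WT to MKK6-CA with increased p38 signaling in the lungs. The counts here follow that order, from edgeR's quasi-likelihood test at FDR 0.05 (Benjamini-Hochberg) and 2-fold. The order of WT and MKK6-CA turned with 3657 against 3246 genes with library size alone, 3729 against 3555 on log2(RPKM + 1), 8532 against 6317 on log2(RPKM + 0.1), 3807 against 2926 with libraries of low exon share left out, 3786 against 3371 without WT BLM replicate 3, 3168 against 2813 without MKK6-CA PBS replicate 3, 3075 against 3044 without MKK6-CA BLM replicate 1 and 3102 against 3068 without MKK6-CA BLM replicate 3, and in none of the alternatives did p38-DN have more than WT. Without the fold threshold, 2859, 5342 and 6627 genes passed FDR 0.05. A test of the difference itself, of the response to BLM between genotypes, gave 6 genes for MKK6-CA against p38-DN (4 higher and 2 lower, with FDR = 9.81e-04 for *Dbp*), 1 for MKK6-CA against WT and 0 for WT against p38-DN at FDR 0.05. Unadjusted p lay under 0.05 for 2288, 1852 and 1606 genes, where 697 are given by chance. DESeq2 found 143, 131 and 165 genes and edgeR's likelihood ratio test 183, 118 and 212. Without 1 library the numbers ranged from 1 to 50 (without WT BLM replicate 3), 0 to 46 (without MKK6-CA PBS replicate 3) and 0 to 166 (without WT BLM replicate 3). With libraries of low exon share left out they were 39, 247 and 645, and with exon share as a covariate 4, 307 and 1. The library totals of exon counts had medians of 3652724 in p38-DN BLM, 4942519 in WT BLM and 6035590 in MKK6-CA BLM, and of 3229612, 1998855 and 3156178 in the PBS groups of the same genotypes. With the exon share of each library as a covariate, 1636, 2100 and 1566 genes were changed in p38-DN, WT and MKK6-CA, where the order turned as well.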

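In p38-DN lungs 903 genes rose and 703 fell after BLM, in WT lungs 1463 and 1614, and in MKK6-CA lungs 1480 and 1779. The MKK6-CA group thus had 1.64 times the upregulated and 2.53 times the downregulated DEGs of the p38-DN group. *Arg1*, the arginase gene of repair macrophages, rose by log2 fold changes of 3.30 (SE 0.84) in p38-DN, 3.46 (SE 0.84) in WT and 5.38 (SE 0.72) in MKK6-CA lungs (n = 3 against 3 mice). Cardiac muscle genes were part of the downregulated DEGs: 1 of 21 fell in p38-DN, 6 in WT and 20 in MKK6-CA, with median log2 fold changes of -0.59, -1.84 and -3.26. Of 6 adipocyte genes, 2, 5 and 6 fell, and *Cidec*, of lipid droplets, was at -3.83 (SE 0.69) in MKK6-CA lungs.

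Calls are at FDR 0.05 and 2-fold (edgeR's quasi-likelihood test, Benjamini-Hochberg), with FDR = 0.0108, 0.00409 and 3.75e-05 for *Arg1* and 3.38e-04 for *Cidec*. The 3 BLM and 3 PBS libraries did not overlap for 39.8%, 44.0% and 56.2% of genes in p38-DN, WT and MKK6-CA, where chance gives 10%. The cardiac genes gave adjusted p = 0.112, 0.00266 and 3.46e-04, or adjusted p = 0.724, 0.491 and 0.490 with an estimated correlation by camera (preset correlation 0.01, Benjamini-Hochberg over 43 lists), and the adipocyte genes adjusted p = 0.0184, 0.00345 and 0.00318, or adjusted p = 0.327, 0.274 and 0.278 with an estimated correlation. With exon share as a covariate the ratios of upregulated and downregulated DEGs were 0.747 and 1.26, and on log2(RPKM + 1) 11.7 and 1.21. Without p38-DN BLM replicate 1, 465 genes fell in p38-DN lungs and the ratio of downregulated DEGs was 3.905.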

BLM treatment upregulated approximately two-folds more DEGs and downregulated 2.5-folds more DEGs in the MKK6-CA group than those in the p38-DN group.

Next, we performed transcriptome analysis to detect the enriched functions of DEGs driven by BLM treatment. K-means clustering followed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed the enriched pathways of four clusters in DEGs between the BLM- and PBS-treated groups of three mouse genotypes (Figure 3A). These pathways included fibrosis-related pathways such as protein processing in endoplasmic reticulum (ER) (yellow cluster), cytokine–cytokine receptor interaction (purple cluster), and ECM–receptor interaction (purple and green clusters) in addition to pathways related to immune systems such as hematopoietic cell lineage and leukocyte transendothelial migration. In contrast, we identified 493 common DEGs upregulated by BLM among the three mouse groups (Figure 3B and Supplementary Table S5). 

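K-means parted the genes changed in at least 1 genotype into 4 clusters, 2 of genes upregulated by BLM and 2 of downregulated genes. The first upregulated cluster, of 902 genes, rose by mean log2 fold changes of 1.51, 1.64 and 1.04 in p38-DN, WT and MKK6-CA lungs and held 23 of 31 cell cycle genes, 16 of 20 T and NK cell genes and 12 of 18 dendritic cell and MHC class II genes. The second, of 1339 genes, rose by 0.82, 1.46 and 1.50 and held 30 of 49 ribosomal protein genes, 19 of 28 genes of matrix proteases and their inhibitors, 15 of 23 complement genes and 8 of 10 neutrophil genes. Of the downregulated clusters, one of 1344 genes (-0.73, -1.61 and -1.81) held 13 of 13 mitochondrially encoded transcripts, and one of 905 genes (-1.06, -1.70 and -1.37) held 17 of 27 genes of drug metabolism and 10 of 18 airway epithelial genes. *Ccnb1*, a cyclin gene of dividing cells, rose by 3.65 (SE 0.58) in p38-DN, 1.41 (SE 0.52) in WT and 2.54 (SE 0.47) in MKK6-CA lungs (n = 3 against 3 mice).

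Each of these shares passed FDR 0.05 in Fisher's exact test against all tested genes (Benjamini-Hochberg over 43 lists within each cluster): FDR = 7.17e-20 for the cell cycle genes, 6.83e-15 for T and NK cell genes and 7.01e-10 for the MHC class II list in the first cluster, 2.98e-17, 1.77e-12, 1.28e-09 and 1.45e-06 in the second, and 2.55e-12, 1.10e-12 and 4.95e-07 in the others. *Ccnb1* had FDR = 3.77e-04, 0.0393 and 3.84e-04 in edgeR's quasi-likelihood test. The genes were chosen by their response to BLM, so the tests describe which genes share a profile. The fall of the drug metabolism genes in MKK6-CA lungs was relative to other genes: on log2(RPKM + 1), where all genes were shifted up by 0.713, their median there was above 0, as the shift alone would make it.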

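The cytokine receptor genes fell mainly into the first upregulated cluster (17 of 33), and the cytokine genes mainly into the second (15 of 26), whose genes were highest in BLM-treated MKK6-CA lungs. *Csf2rb*, the shared receptor gene for GM-CSF, IL-3 and IL-5, rose by log2 fold changes of 2.15 (SE 0.23) in p38-DN, 2.25 (SE 0.25) in WT and 1.88 (SE 0.23) in MKK6-CA lungs. *Itgb6*, the epithelial integrin gene whose product activates TGF-β, rose by 1.88 (SE 0.19) in p38-DN, 1.81 (SE 0.21) in WT and 1.48 (SE 0.19) in MKK6-CA lungs (n = 3 against 3 mice). Of the ECM receptor and integrin genes, 7 of 23 lay in the second upregulated cluster and 3 of 23 in the first. Of the genes for protein processing in the ER, 5 of 44 lay in the second upregulated cluster, 1 in a downregulated cluster and none in the others.

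Against all tested genes (Fisher's exact test, Benjamini-Hochberg over 43 lists in each cluster), FDR = 3.32e-11 for the receptors in the first cluster, 1.22e-08 for the cytokines in the second, and 0.0116 and 0.359 for the ECM receptors in the second and first. The ER genes had FDR = 0.685 in the second. In edgeR's quasi-likelihood test, *Csf2rb* had FDR = 1.97e-05, 4.42e-06 and 1.22e-05, and *Itgb6* 1.70e-05, 5.58e-06 and 1.86e-05. The lists are general lists of genes and not the KEGG pathways themselves.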

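BLM upregulated 514 genes in all 3 genotypes, where 10.1 would be shared by chance if the sets were independent, and downregulated 575 (chance 10.4). *Cemip*, a hyaluronan-degrading gene of fibroblasts, was among them with 4.76 (SE 0.58) in p38-DN and 4.75 (SE 0.58) in MKK6-CA lungs (in WT it passed too, from 1 count in each PBS library, and no fold is given), and *Gdf15*, a stress-induced cytokine gene, rose by log2 fold changes of 2.63 (SE 0.49) in p38-DN, 3.05 (SE 0.57) in WT and 2.92 (SE 0.44) in MKK6-CA lungs (n = 3 against 3 mice). WT and MKK6-CA shared a further 346 upregulated genes, p38-DN and WT 169, and p38-DN and MKK6-CA 67, and 153, 434 and 553 were upregulated in p38-DN, WT and MKK6-CA alone. Of the upregulated DEGs of p38-DN lungs, 75.6% were upregulated DEGs in WT and 64.3% in MKK6-CA, and of its downregulated DEGs 90.6% and 84.5% were downregulated there.

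Membership rests on FDR 0.05 and 2-fold in each genotype (edgeR's quasi-likelihood test, Benjamini-Hochberg), with FDR = 6.37e-05 and 1.48e-05 for *Cemip* and 0.00115, 4.13e-04 and 8.34e-05 for *Gdf15*. Genes upregulated in 1 genotype alone are not shown to respond differently, since the tests of that difference are those given with the DEG numbers. Of the genes upregulated here in all 3, 472 are upregulated in all 3 genotypes in the authors' deposited test table at the same thresholds.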

Regarding 493 common upregulated DEGs, enrichment analysis by gene ontology (GO) revealed three ECM-related annotations among the top five enriched molecular functions and all five terms associated with immune systems among the top five enriched biological processes. Additionally, the cytokine–cytokine receptor interaction was the most significantly enriched pathway among the top five KEGG pathways.

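Among the genes upregulated in all 3 genotypes were 15 of 31 ECM glycoprotein and proteoglycan genes, 11 of 28 genes of matrix proteases and their inhibitors and 6 of 20 collagen genes. *Col12a1*, a collagen gene of dense matrix, rose by log2 fold changes of 1.8 (SE 0.34) in p38-DN, 2.90 (SE 0.38) in WT and 2.40 (SE 0.35) in MKK6-CA lungs (n = 3 against 3 mice). Of the immune lists, 14 of 18 genes of monocytes and their macrophages were upregulated in all 3 genotypes, with *Trem2*, a lipid receptor of macrophages, at 3.24 (SE 0.24), 3.52 (SE 0.28) and 3.41 (SE 0.25) in p38-DN, WT and MKK6-CA. Cell cycle genes (18 of 31) and lysosomal genes (14 of 30) were also among them, as were 10 of 23 complement genes.

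Fisher's exact test against 13933 tested genes (Benjamini-Hochberg over 43 lists) gave FDR = 6.52e-13 for ECM glycoproteins, 1.16e-08 for proteases, 2.02e-04 for collagens, 4.18e-16 for monocytes, 6.80e-17 for the cell cycle, 6.60e-12 for lysosomes and 1.71e-08 for complement, and 16 of 43 lists passed. The p38 MAPK list had 2 of 38 (FDR = 0.681), T and NK cells 1 of 20 (FDR = 0.784) and ER protein processing 0 of 44 (FDR = 1.00). Single genes passed edgeR's quasi-likelihood test with FDR = 0.00173, 2.97e-05 and 7.76e-05 for *Col12a1* in p38-DN, WT and MKK6-CA, and 5.88e-07, 5.68e-07 and 1.49e-07 for *Trem2*.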

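Of 33 cytokine and chemokine receptor genes, 12 rose in all 3 genotypes, as did 11 of 26 cytokine and chemokine genes. *Ccr1*, a chemokine receptor gene of monocytes and neutrophils, rose by log2 fold changes of 2.57 (SE 0.59) in p38-DN, 4.05 (SE 0.67) in WT and 3.99 (SE 0.48) in MKK6-CA lungs, and *Ccl9*, a macrophage chemokine gene, by 2.91 (SE 0.38) in p38-DN, 3.86 (SE 0.41) in WT and 3.14 (SE 0.32) in MKK6-CA lungs (n = 3 against 3 mice). Taken by genotype, the receptor genes gave 18 up and 0 down, 21 up and 0 down, 19 up and 0 down (adjusted over the list alone: 18 up and 0 down, 24 up and 0 down, 21 up and 0 down) in p38-DN, WT and MKK6-CA. The cytokine genes gave 15 up and 1 down, 15 up and 1 down, 21 up and 1 down (adjusted over the list alone: 17 up and 1 down, 17 up and 1 down, 21 up and 1 down), with medians of 2.18, 1.97 and 2.22. *Ccl28*, an epithelial chemokine gene, fell, with log2 fold changes of -2.39 (SE 0.51), -1.75 (SE 0.52) and -2.21 (SE 0.47) in the same groups.

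The share among the common genes had FDR = 7.01e-09 for the receptors and 6.23e-09 for the cytokines (Fisher's exact test, Benjamini-Hochberg over 43 lists). By camera with a preset correlation of 0.01, the receptors gave adjusted p = 3.32e-12, 1.40e-10 and 1.43e-08, or adjusted p = 0.0548, 0.164 and 0.0885 with an estimated correlation in p38-DN, WT and MKK6-CA, and the cytokines adjusted p = 9.49e-09, 8.85e-06 and 7.88e-09, or adjusted p = 0.0797, 0.181 and 0.0575 with an estimated correlation. In edgeR's quasi-likelihood test (Benjamini-Hochberg), *Ccr1* had FDR = 0.00536, 1.66e-04 and 1.30e-05, *Ccl9* 8.78e-05, 3.63e-06 and 3.19e-06, and *Ccl28* 0.00298, 0.0137 and 0.00112. *Ccr10*, *Il13*, *Il17a*, *Ifng*, *Cxcl1* and *Ccl3* had too few reads to be tested.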

### 2.3. Exploration of Novel Potential Genes Contributing to the Progression of Pulmonary Fibrosis

To identify the pathogenetically relevant genes in the progression of IPF, we investigated the correlation of upregulated genes between BLM-induced fibrotic lungs showing the three different severity levels and human IPF lungs (Figure 4). 

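The means of 4336 genes rose in the order p38-DN, WT, MKK6-CA in the BLM-treated groups, which is 31.1% of the tested genes, and those of 4004 genes fell in that order. *Cd68*, a macrophage gene, had 20.1 ± 6.38, 39.3 ± 26.4 and 84.4 ± 25.5 CPM (mean ± SD, n = 3) in p38-DN, WT and MKK6-CA, and *Lgals3*, the galectin-3 gene, 77.8 ± 19.1, 112 ± 54.6 and 215 ± 35.1. In deposited RPKM, 6317 genes (45.3%) rose in that order and 1321 fell. Small structural RNA counts toward the RPKM denominator: the 7SL RNA gene *Rn7s1* took 16.2 ± 9.64% of gene reads in p38-DN BLM, 14.7 ± 11.9% in WT BLM and 6.58 ± 0.699% in MKK6-CA BLM.

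Of all ways to put the 9 BLM-treated lungs into 3 ordered groups, 31 gave as many stepwise genes (1.85%, median 2220, highest of the others 4741). All 9 libraries were in order for 104 genes, where chance gives 8.29. K-means with 10 clusters put 1702 genes in the cluster closest to a linear rise, and with 6 clusters 4330.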

In the BLM-treated groups, K-means clustering analysis identified a cluster of 2722 genes that their mean reads per kilobase of exon per million mapped sequence reads (RPKM) values increased along with stepwise elevation of p38 signaling in the lungs (Supplementary Table S6). 

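Of the genes upregulated by BLM in all 3 genotypes, 307 (59.7%) had means that rose from p38-DN through WT to MKK6-CA in the BLM-treated groups. *Ctsz*, a lysosomal protease gene, had 132 ± 13.0, 156 ± 55.8 and 192 ± 21.9 CPM (mean ± SD, n = 3) in that order, and *Lgmn*, another, 184 ± 10.2, 243 ± 66.9 and 332 ± 5.22. In deposited RPKM 405 of the common genes (78.8%) were in order, and in the k-means cluster closest to a linear rise 161 with 10 clusters and 245 with 6. Both stepwise and past FDR between the BLM-treated MKK6-CA and p38-DN lungs were 153 of the common genes.

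That last number is from edgeR's quasi-likelihood test (Benjamini-Hochberg over 13933 genes). Stepwise order was found for 56.5% of the genes upregulated on average by BLM, 1.90% of those downregulated and 32.0% of those not changed past the threshold.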

We verified 137 DEGs that were included in this cluster and upregulated in common with the three BLM-treated mouse groups. Additionally, human RNA-seq data that provided 475 upregulated DEGs in IPF lung tissue compared to healthy lung tissue was obtained from the Gene Expression Omnibus website (accession ID: GSE52463). Finally, comparison of our data with human RNA-seq data identified four overlapping DEGs; namely, EPH receptor A3 (*EPHA3*), POU class 2 homeobox associating factor 1 (*POU2AF1*), SAM domain, SH3 domain and nuclear localization signals 1 (*SAMSN1*), and ectodysplasin A2 receptor (*EDA2R*).

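BLM upregulated *Epha3*, *Pou2af1*, *Samsn1* and *Eda2r* in each of the 3 genotypes. *Epha3*, an ephrin receptor gene, rose by log2 fold changes of 1.32 (SE 0.42) in p38-DN, 2.49 (SE 0.51) in WT and 1.57 (SE 0.39) in MKK6-CA lungs, and *Pou2af1*, a B cell coactivator gene, by 1.54 (SE 0.34), 3.08 (SE 0.43) and 1.61 (SE 0.31) in the same order (n = 3 against 3 mice). *Samsn1*, an adaptor gene of immune cells, rose by 1.72 (SE 0.41), 2.48 (SE 0.48) and 1.54 (SE 0.37), and *Eda2r*, a p53-induced receptor gene, by 1.95 (SE 0.33), 3.03 (SE 0.41) and 2.54 (SE 0.33). The WT PBS libraries held 1 to 8 counts of *Epha3*, 2 to 7 of *Pou2af1*, 3 to 5 of *Samsn1* and 1 to 7 of *Eda2r*. The size of the WT folds therefore rests on few counts. In the BLM-treated p38-DN, WT and MKK6-CA groups the mean CPM were 12.7, 17.8 and 20.5 for *Epha3*, 14.5, 24.1 and 24.3 for *Pou2af1*, 10.4, 14.8 and 15.4 for *Samsn1* and 17.4, 21.1 and 23.6 for *Eda2r*. In deposited RPKM they were 0.728, 1.07 and 1.54, 1.81, 3.17 and 4.03, 0.732, 1.11 and 1.46 and 0.936, 1.19 and 1.74.

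The rise with BLM had FDR = 0.0319, 0.00105 and 0.00367 for *Epha3*, 0.00419, 3.27e-05 and 5.98e-04 for *Pou2af1*, 0.00649, 6.44e-04 and 0.00288 for *Samsn1*, and 5.45e-04, 2.87e-05 and 2.43e-05 for *Eda2r* (edgeR's quasi-likelihood test, Benjamini-Hochberg). Between BLM-treated MKK6-CA and p38-DN lungs the log2 differences were 0.65 (SE 0.35, FDR = 0.182), 0.73 (SE 0.28, FDR = 0.0714), 0.55 (SE 0.33, FDR = 0.230) and 0.43 (SE 0.26, FDR = 0.239). Of the 15 changes with BLM of these genes and *Tgfb1* in 3 genotypes, 9 passed with exon share as a covariate and 5 on log2(RPKM + 1), and with that covariate the difference of *Epha3* between BLM-treated MKK6-CA and p38-DN lungs turned to -0.10. The 4 genes were chosen in the study for rising in the order p38-DN, WT, MKK6-CA on these samples, so their order is no independent test, and the human data were not analysed here.

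**Figure D2:**
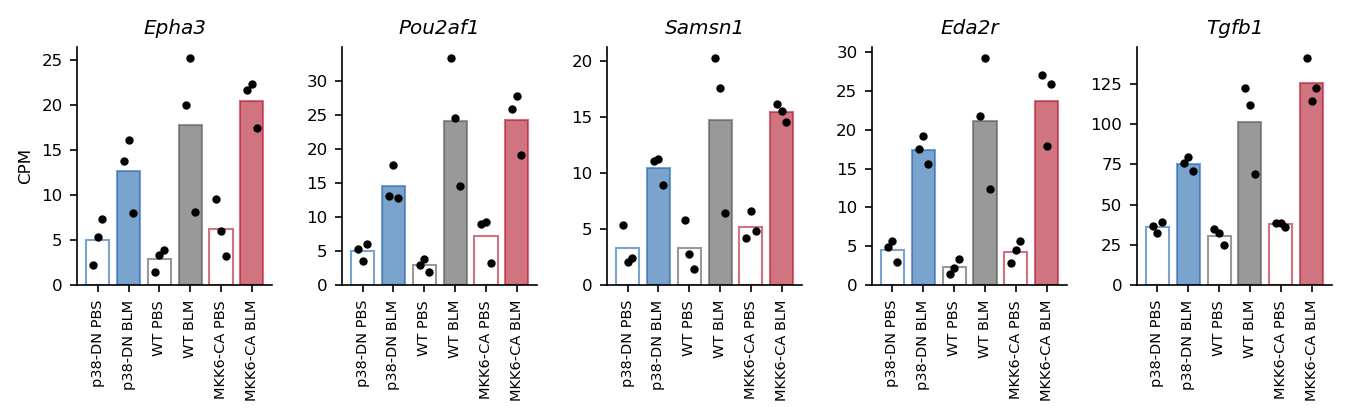
CPM of *Epha3*, *Pou2af1*, *Samsn1*, *Eda2r* and *Tgfb1* in each library of the 6 groups (points) with group means (bars).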

## 3. Discussion

This study investigated the molecular mechanisms involved in the progressive worsening of BLM-induced pulmonary fibrosis in three genotypes of mice carrying stepwise variations of p38 activity in AEC II. We demonstrated that BLM-induced severe inflammation and fibrosis that was correlated with increased p38 activity in the lungs. Transcriptome analysis of this model provided a connection between the progression of pulmonary fibrosis and genes driving ER functions, ECM-cell interaction, and the immune system. Moreover, we identified candidate genes associated with IPF progression in comparison to a publicly available IPF dataset. The results of these comprehensive analyses suggest that the progression of pulmonary fibrosis occurs concurrently with increased p38 activity in AEC II, which provokes the enhancement of inflammation and immune systems. Therefore, this novel model of pulmonary fibrosis serves as a tool for understanding IPF progression.

Addressing the mechanisms contributing to IPF progression can lead to improved prognosis as this complex multi-pathway disease shows heterogeneity in its clinical course [1,4]. The present study applied a severe model of BLM-induced pulmonary fibrosis to study disease progression. Although the BLM-induced pulmonary fibrosis model is insufficient to mimic the pathogenesis of IPF, it has shown high reproducibility and the important mechanisms of pulmonary fibrosis, such as epithelial-mesenchymal crosstalk and TGF-β signaling pathway [25,26]. BLM-induced pulmonary fibrosis shows a transition from the inflammatory to the fibrotic phase at around 7 dpi, establishment of fibrosis at 14 dpi, and subsequent formation of reversible lesions [27,28]. In this context, the analyses were mainly conducted at 8 dpi as the optimal timing to evaluate the progression of pulmonary fibrosis. Additionally, the transcriptome profiling approach enables us to reveal the molecular mechanisms regulating fibrosis in this model and compare them to the profiles in the lung samples of IPF patients. Recent studies have shown that variations in gene expression of BLM-induced pulmonary fibrosis were correlated with changes in IPF severity [23,24]. Notably, the genes differentially expressed in BLM-induced pulmonary fibrosis are most abundant in the active fibrotic phase (7–14 dpi), which shows the highest correlation with IPF lung samples [23,24]. This finding explains the rationale that the gene expression profiles of BLM-treated lungs are altered before remarkable changes in morphology and function occur. Taken together, these findings are compatible with our study, which has implications for the development of pulmonary fibrosis in transcriptome analysis.

Although apoptosis and reprogramming of lung epithelial cells play a prominent role in IPF, the molecular details remain uncertain [20,29]. p38 is required for maintaining AEC II homeostasis as a physiological function, whereas extracellular stimuli-mediated enhancement of p38 is attributed to lung inflammation and immune responses and is associated with apoptosis in AEC II [30,31]. We focused on p38 activity in AEC II to examine pulmonary fibrosis progression and performed transcriptome analysis. 

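Between BLM-treated lungs of the highest and lowest p38 activity (MKK6-CA minus p38-DN), 1639 genes were higher and 1329 lower. Against BLM-treated WT lungs no gene passed in MKK6-CA or in p38-DN by the same test, edgeR's quasi-likelihood test, and other tools called some, as given below. Neutrophil genes were higher: *S100a8*, a calprotectin gene, by a log2 difference of 4.17 (SE 0.82) and *Cxcr2*, a neutrophil chemokine receptor gene, by 2.29 (SE 0.61) (n = 3 against 3 mice), with 8 of 10 genes higher. Of 20 T and NK cell genes, 4 were lower and the others passed in neither direction. Lower were *Lck*, a kinase of T cell receptor signaling, at -1.68 (SE 0.35), and *Cd8a*, a marker of cytotoxic T cells, at -1.37 (SE 0.36). After BLM, 17, 11 and 3 of these T and NK cell genes rose in p38-DN, WT and MKK6-CA. Of the p38 MAPK pathway genes, 5 were higher and 3 lower in MKK6-CA than in p38-DN, with a median log2 difference of -0.01.

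Against WT after BLM, 0 and 0 genes passed FDR 0.05 in edgeR's quasi-likelihood test for MKK6-CA and p38-DN, 3081 and 884 had unadjusted p < 0.05, and 518 and 3 passed by DESeq2, 570 and 9 by edgeR's likelihood ratio test and 83 and 0 by limma-voom. Calls are at FDR 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), with 0.00631 for *S100a8*, 0.0191 for *Cxcr2*, 0.00686 for *Lck* and 0.0186 for *Cd8a*. By camera (preset correlation 0.01, Benjamini-Hochberg over 43 lists) the difference gave adjusted p = 4.10e-04, or adjusted p = 0.305 with an estimated correlation for neutrophils, adjusted p = 0.0305, or adjusted p = 0.642 with an estimated correlation for T and NK cells, and adjusted p = 0.643, or adjusted p = 0.789 with an estimated correlation for the p38 MAPK list. For the response to BLM, MKK6-CA against p38-DN, the T and NK list gave adjusted p = 9.54e-07, or adjusted p = 0.450 with an estimated correlation. The adjusted counts over the list alone were 8 higher for neutrophils, 4 lower for T and NK cells and 5 and 3 for the p38 list, and after BLM 19, 14 and 0 T and NK cell genes rose. Without MKK6-CA BLM replicate 3, 361 genes were higher and 189 lower, and with exon share as a covariate 243 and 207.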

The results showed distinct expression of p38 MAPK pathway genes that was positively correlated with stepwise changes in intrinsic p38 activity in the lungs and the contribution of the immune system and ER functions to the development of pulmonary fibrosis mediated by activation of the p38 MAPK pathway. Regarding lung inflammation, the exacerbation correlated with increased p38 activity in the AEC II manifested as increases in inflammatory cells and pro-inflammatory cytokines in BALF and the enrichment of genes facilitating immune cell infiltration and cytokine interaction pathways. Augmentation of pro-fibrotic cytokines and immune response arising from inflammation leads to progression of tissue remodeling and fibrosis in the lungs [32]. In particular, the TGF-β signaling pathway driven by p38 induces EMT and fibroblast proliferation and activation through epithelial–mesenchymal crosstalk [33,34,35]. In this study, TGF-β1 was included in the 137 overlapping genes that showed correlations with intrinsic p38 activity in the lungs and upregulation among the three mouse groups treated with BLM (Figure 4 and Supplementary Tables S5 and S6). Additionally, IL-13 and IL-17, which in BALF were upregulated with a concomitant increase in intrinsic p38 activity in the lungs, can promote TGF-β signaling pathway-dependent EMT and fibroblast proliferation and resistance to apoptosis [36,37]. These cytokines originate from immune cells such as T cells, suggesting an association between the immune system and fibrosis [38,39]. 

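*Tgfb1* rose after BLM by log2 fold changes of 1.06 (SE 0.18) in p38-DN, 1.76 (SE 0.20) in WT and 1.72 (SE 0.18) in MKK6-CA lungs (n = 3 against 3 mice). In the BLM-treated groups it had 75.3, 101 and 126 CPM in p38-DN, WT and MKK6-CA, and 8.72, 12.2 and 19.9 in deposited RPKM, and MKK6-CA lay above p38-DN by a log2 difference of 0.74 (SE 0.17). *Ltbp2*, which encodes a protein that binds latent TGF-β, rose by 1.40 (SE 0.19), 2.59 (SE 0.20) and 1.78 (SE 0.19), and *Tgfbr2*, a TGF-β receptor gene, rose in WT and MKK6-CA lungs by 1.11 (SE 0.19) and 1.56 (SE 0.19). Of 19 genes of TGF-β signaling, 5, 6 and 5 rose in p38-DN, WT and MKK6-CA and none fell, as many as when adjusted over the list alone. Between BLM-treated MKK6-CA and p38-DN lungs, 5 were higher and 2 lower (6 and 2 adjusted over the list alone), with *Ltbp3*, which encodes another protein that binds latent TGF-β, at -0.62 (SE 0.14) on the log2 scale.

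*Tgfb1* had FDR = 5.59e-04, 4.71e-06 and 3.58e-06 for BLM and 0.0102 for MKK6-CA against p38-DN (edgeR's quasi-likelihood test, Benjamini-Hochberg over 13933 genes). *Tgfb1* is among the genes that the study chose for that order on the same lungs, so the order of its means is no independent test. *Ltbp3* had FDR = 0.0112 there, and *Tgfbr2* 2.01e-04 and 1.21e-05. The TGF-β list gave adjusted p = 0.0128, 0.00266 and 0.00318, or adjusted p = 0.155, 0.165 and 0.0955 with an estimated correlation after BLM by camera with a preset correlation of 0.01 (Benjamini-Hochberg over 43 lists), and adjusted p = 0.189, or adjusted p = 0.527 with an estimated correlation for MKK6-CA against p38-DN.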

A previous study showed that increased immune cells and aberrant regenerating epithelial cells express inflammatory mediators, including IL-17, in active fibrotic lesions of IPF lungs [40]. Furthermore, single-cell RNA-seq analysis of epithelial cells displaying atypical phenotypes in IPF lungs showed that these epithelial cells modulated the expression of inflammatory response- and TGF-β signaling pathway-related genes, leading to fibrotic remodeling [41]. Collectively, these findings strongly suggest that inflammation and immune response enhanced by increased p38 activity in AEC II may contribute to the fibrotic process in the lungs.

Another possible explanation for the mechanism affecting fibrosis is that maladaptive ER stress response and its mediated apoptosis occurred concomitantly with increased p38 activity in AEC II. ER functions to retain cellular homeostasis by conducting posttranslational modification of proteins, with an adaptive process called unfold protein response under various stress conditions, although an excess of ER stress disrupting this adaptation elicits apoptosis [42]. 

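Genes for protein processing in the ER were higher in BLM-treated MKK6-CA than in BLM-treated p38-DN lungs, a comparison that WT lungs do not enter. Of 44, 27 were higher and none lower, though 2 were higher with exon share as a covariate and 3 without MKK6-CA BLM replicate 3. *Hspa5*, the main chaperone gene of the ER, was higher by a log2 difference of 1.05 (SE 0.23), *Dnajb9*, a gene of its cofactor, by 1.14 (SE 0.32), and *Sec61g*, a gene of the protein channel of the ER, by 1.68 (SE 0.42) (n = 3 against 3 mice). The median over the list was 0.56, and 0.38 and 0.53 in these fits. After BLM 0, 0 and 5 of the ER genes rose past 2-fold in p38-DN, WT and MKK6-CA, with *Sec61g* at 2.17 (SE 0.46) in MKK6-CA. Of 18 AEC II marker genes, 3, 5 and 3 rose and none fell after BLM, and none differed between BLM-treated MKK6-CA and p38-DN lungs. *Sftpc*, the gene for surfactant protein C, was at log2 fold changes of 0.76 (FDR = 0.267), 1.30 (FDR = 0.0359) and 1.16 (FDR = 0.0459) after BLM in p38-DN, WT and MKK6-CA, and with exon share as a covariate at -0.19 in WT and -0.0625 in MKK6-CA, the opposite direction. These are whole-lung values and do not assign the ER genes to AEC II.

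The ER genes passed FDR 0.05 in edgeR's quasi-likelihood test (Benjamini-Hochberg), with 0.00839 for *Hspa5*, 0.0223 for *Dnajb9* and 0.0150 for *Sec61g*, whose rise after BLM in MKK6-CA had 0.00119, and 28 did when adjusted over the list alone. With exon share as a covariate *Hspa5* was at 0.80 (FDR = 0.0589), *Dnajb9* at 0.46 (FDR = 0.301) and *Sec61g* at 0.70 (FDR = 0.333), and the list gave adjusted p = 7.57e-10 by limma's camera. By camera with a preset correlation of 0.01 (Benjamini-Hochberg over 43 lists) the list gave adjusted p = 1.57e-09, or adjusted p = 0.305 with an estimated correlation for MKK6-CA against p38-DN, and adjusted p = 0.0366, 0.493 and 6.70e-05, or adjusted p = 0.615, 0.857 and 0.359 with an estimated correlation after BLM in p38-DN, WT and MKK6-CA. The AEC II list gave adjusted p = 0.171, 0.182 and 0.170, or adjusted p = 0.724, 0.724 and 0.766 with an estimated correlation after BLM, 2 of its genes rose in MKK6-CA when adjusted over the list alone, and no AEC II gene passed FDR 0.05 in edgeR's quasi-likelihood test between the BLM groups (0 adjusted over the list alone). Ribosomal protein genes differed alike, with 36 of 49 higher in MKK6-CA than in p38-DN (41 adjusted over the list alone, and adjusted p = 2.15e-15, or adjusted p = 0.305 with an estimated correlation by camera).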

The enrichment analysis in our study revealed that the ER protein processing pathway activated by BLM-induced reactive oxygen species was correlated with increased p38 activity in the AEC II. This result is consistent with the fundamental principle that ER stress can function in concert with the p38 MAPK pathway [43]. Simultaneously, AEC II homeostasis is sustained by its interaction with ECM, and p38 may participate in it [44]. A recent study using human fibroblasts revealed that the p38 MAPK pathway mediated the acquired resistance of ER stress modified by ECM metabolism through cell-to-ECM interaction [45]. 

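Of 23 ECM receptor and integrin genes, 7 were higher and 1 lower in BLM-treated MKK6-CA than in p38-DN lungs. *Cd44*, a hyaluronan receptor gene, was higher by a log2 difference of 0.92 (SE 0.18), *Itgb1*, the common β subunit of collagen and fibronectin receptors, by 0.86 (SE 0.24) and *Itga5*, of the fibronectin receptor, by 0.76 (SE 0.22) (n = 3 against 3 mice). *Itga10*, of a collagen receptor, stood at -1.58 (SE 0.36). After BLM, 3, 9 and 7 of these genes rose in p38-DN, WT and MKK6-CA, and 0, 1 and 1 fell, with median log2 fold changes of 0.44, 0.75 and 0.64. The genes of their ligands had a median log2 difference of 0.65 for ECM glycoproteins, and of -0.02 for collagens, between BLM-treated MKK6-CA and p38-DN lungs.

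For MKK6-CA against p38-DN, *Cd44* had FDR = 0.00507, *Itgb1* 0.0223, *Itga5* 0.0265 and *Itga10* 0.0104 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and 8 genes were higher when adjusted over the list alone, and after BLM as many rose and fell. By camera (preset correlation 0.01, Benjamini-Hochberg over 43 lists) the receptors gave adjusted p = 0.0305, or adjusted p = 0.305 with an estimated correlation, and adjusted p = 4.14e-04, 0.00352 and 2.49e-04, or adjusted p = 0.0920, 0.181 and 0.0656 with an estimated correlation after BLM. With exon share as covariate, the mean difference of ECM glycoproteins from the other genes went from 0.61 to 0.0784 (adjusted p = 0.330 by limma's camera). On log2(RPKM + 1) the collagen median turned positive, with all genes shifted up by 0.374.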

In our study, ECM-receptor interaction was also a pathway enriched in accord with increased p38 activity in AEC II. Moreover, upregulation of ECM-related genes in enrichment analysis and matrix metalloproteases (MMPs; MMP-2, -3, and -9) in BALF (Supplementary Table S1), in addition to higher amounts of collagen, were connected to increased p38 activity in AEC II. These results are consistent with the study that MK2, a downstream substrate of p38, engaged in fibroblast activation and ECM production potentiated by fibroblast activation [46]. In addition, MMPs, which degrade all components of the ECM, are regulated by p38, while their upregulation leads to apoptosis and abnormal regeneration of lung epithelial cells [47]. Hence, ER stress in AEC II can be augmented by not only BLM-induced cytotoxicity, but also by the accumulation of ECM and AEC II to ECM interaction, controlled by the p38 MAPK pathway. These results emphasize the importance of p38 activity in AEC II and its related molecules in the progression of pulmonary fibrosis. In contrast, this murine model created by the intratracheal administration of BLM was not followed up after the establishment of pulmonary fibrosis. Therefore, further studies are required to determine whether p38 activity in AEC II influences the restoration of BLM-induced pulmonary fibrosis.

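Collagen genes rose after BLM at every level of p38 activity (10 up and 1 down, 8 up and 1 down, 11 up and 2 down (adjusted over the list alone: 10 up and 1 down, 8 up and 1 down, 12 up and 2 down) of 20 in p38-DN, WT and MKK6-CA), and 2 were higher and 2 lower in BLM-treated MKK6-CA than in p38-DN lungs. *Col3a1*, of fibrillar collagen, rose by log2 fold changes of 1.28 (SE 0.25) in p38-DN, 1.00 (SE 0.25) in WT and 1.44 (SE 0.25) in MKK6-CA lungs, and *Col1a1*, of the same kind, was at 1.49 (SE 0.39) in p38-DN, 0.96 (SE 0.38) in WT and 1.104 (SE 0.39) in MKK6-CA lungs (n = 3 against 3 mice), with 6537 ± 3225, 6376 ± 924 and 3239 ± 1407 CPM in BLM-treated p38-DN, WT and MKK6-CA lungs and a log2 difference of -1.01 (SE 0.38, FDR = 0.0665) between the last and the first. Of 31 ECM glycoprotein genes, 15, 20 and 20 rose, and 8 were higher in MKK6-CA than in p38-DN after BLM, with *Fn1* at 1.69 (SE 0.36). The protease genes *Mmp3* and *Mmp9* were higher in BLM-treated MKK6-CA than in p38-DN lungs, by log2 differences of 2.27 (SE 0.37) and 2.34 (SE 0.53), and *Mmp2*, which degrades basement membrane, was at -0.04 (SE 0.21, FDR = 0.916). With BLM, *Mmp2* was at 0.81 (SE 0.21), 0.98 (SE 0.22) and 1.28 (SE 0.22), *Mmp3* at 0.24 (SE 0.42), 1.69 (SE 0.48) and 2.89 (SE 0.40) and *Mmp9* at -0.18 (SE 0.61), -0.39 (SE 0.70) and 1.92 (SE 0.54) in p38-DN, WT and MKK6-CA.

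The difference of the BLM groups had FDR = 0.00806 for *Fn1*, 0.00288 for *Mmp3* and 0.0106 for *Mmp9* (edgeR's quasi-likelihood test, Benjamini-Hochberg over 13933 genes). After BLM *Col1a1* had FDR = 0.0115, 0.0570 and 0.0260, *Mmp2* 0.0121, 0.00208 and 2.05e-04, *Mmp3* 0.736, 0.0105 and 4.61e-05, and *Mmp9* 0.880, 0.682 and 0.00780. By camera (preset correlation 0.01, Benjamini-Hochberg over 43 lists) the collagens gave adjusted p = 9.49e-09, 2.13e-05 and 6.62e-07, or adjusted p = 0.115, 0.229 and 0.177 with an estimated correlation after BLM and adjusted p = 0.798, or adjusted p = 0.969 with an estimated correlation for MKK6-CA against p38-DN, and the glycoproteins adjusted p = 5.45e-13, 1.38e-14 and 4.28e-15, or adjusted p = 0.147, 0.173 and 0.0955 with an estimated correlation, and adjusted p = 2.21e-04, or adjusted p = 0.527 with an estimated correlation, a difference that did not pass with exon share as covariate. The protease list gave adjusted p = 1.79e-08, or adjusted p = 0.305 with an estimated correlation for MKK6-CA against p38-DN, with 13 higher and 0 lower (14 and 0 adjusted over the list alone) of 28. Adjusted over the list alone, 16, 21 and 20 glycoprotein genes rose after BLM, and 10 glycoprotein and 5 collagen genes were higher and 5 collagen genes lower between the BLM groups. Protein in lavage fluid was not measured here, and the protease genes were named in the study from its own lavage assay.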

We validated four therapeutic target genes by comparing our data with publicly available data from IPF patients. First, *EPHA3* is expressed predominantly in lymphocytes and encodes a receptor tyrosine kinase implicated in regulating cell adhesion and cellular motility [48]. A recent study demonstrated that a novel epithelial cell population derived from IPF lungs co-expressed EPHA3 and CC chemokine receptor (CCR)-10 and facilitated the development of lung remodeling [49]. CCL28, a chemokine ligand for CCR10, was upregulated in BALF in accordance with increased p38 activity (Supplementary Table S1) [50]. These findings suggest that coordination between CCL28-CCR10 chemokine signaling and the p38 MAPK pathway has important implications for reprogramming of epithelial cells, a speculation that warrants further investigation. Second, *POU2AF1* encodes a transcriptional coactivator that regulates B cell maturation and humoral immunity and is expressed in both airway epithelial and B cells [51,52]. A prior study using IPF lungs documented that transcriptome analysis identified *POU2AF1* as a promoter of pulmonary fibrosis and it is highly expressed in aggregates of B cells [53]. Third, *EDA2R* regulates ectodermal tissue development; its expression in lung epithelial cells such as AEC II was ascertained by single-cell RNA-seq data set in IPF lungs [41,54]. Genome-wide association study using human lung tissue identified *EDA2R* as a candidate gene involved in lung aging [55]. In addition, this gene accelerates the apoptotic process in two different types of epithelial cells by activation of p53 signaling and caspase cascade [56,57]. These findings suggest the involvement of *EDA2R* in AEC II senescence and apoptosis. Lastly, *SAMSN1* is expressed in healthy lung epithelial cells but not in lung cancer cells [58]. Although its functions in the lungs remain unknown, this gene is pivotal in regulating B cell activation and differentiation [59]. Thus, changes in the expression levels of these candidate genes by p38 activity may be involved in promoting fibrosis through molecular interactions between epithelial and immune cells in the IPF lung. This hypothesis is supported by two previous reports showing an association of lymphocytes and epithelial cells with progressive fibrosis in transcriptome analysis of IPF lungs [60,61]. Therefore, the interplay between these genes and the p38 MAPK pathway may be key to understanding the immunological mechanisms underlying IPF progression. However, further studies are needed to confirm the clinical significance of these genes in the patients with rapidly progressive IPF.

## 4. Materials and Methods

### 4.1. Mice

All animal procedures conformed to the Japanese regulations for animal care and use, following the Guidelines for Animal Experimentation of the Japanese Association for Laboratory Animal Science. Male and female C57BL/6J mice were purchased from Clea Japan (Tokyo, Japan). Using the 3.7SP-C/SV40 vector kindly provided by Dr. Jeffrey A. Whitsett (Children’s Hospital Medical Center, Division of Pulmonary Biology, Cincinnati, Ohio), we generated the following transgenic mice: C57BL/6J-hSP-C-M2 flag-p38α dominant-negative (d.n., dual mutations in wild mouse p38α: Thr180 to Ala; Tyr182 to Phe) TG (p38-DN) mice [62] and C57BL/6J-hSP-C-3HA-tag-MKK6 constitutive-active (c.a., dual mutations in wild human MKK6: Ser207 to Asp; Tyr211 to Asp) TG (MKK6-CA) mice [63]. We confirmed that each transgene-derived product was expressed at least in surfactant protein C (SP-C)-positive AEC II in the lung by using anti-M2-Flag or anti-HA tag antibody. Male heterozygous TG mice and WT littermates aged 10–12 weeks were used for the experiments. The animals were housed in standard laboratory cages and allowed food and water throughout the experiments. The studies were performed according to a protocol approved by the Committee of Animal Welfare of Chiba University.

### 4.2. BLM-Induced Pulmonary Fibrosis Model

Mice were anesthetized and the neck skin of each was cut longitudinally to expose the trachea. After a single intratracheal instillation of BLM hydrochloride (3 mg/kg; Nippon Kayaku, Tokyo, Japan) dissolved in PBS using a repeating syringe dispenser (Hamilton, Reno, NV, USA), the skin was sutured. Control mice were administered a sham treatment with PBS. Then, changes in body weight were measured daily. To evaluate the histopathological changes in the lung samples at 8 and 15 dpi of BLM, freshly cut lung sections (5 µm thick) were placed on adhesive glass slides (Matsunami Glass Ltd., Osaka, Japan) and stained with Masson’s trichrome. The changes in the fibrotic lung samples were evaluated semi-quantitatively according to the modified Ashcroft method with a scoring grade of 0 to 8 [64]. In addition, the collagen content of the left lung was measured using the Sicol Soluble Collagen Assay Kit (Biocolor Life Science Assays, Carrickfergus, United Kingdom) according to the manufacturer’s protocol.

### 4.3. Evaluation of Inflammatory Cells in BALF

At 8 dpi, the trachea was exposed and lavaged three times with 1 mL ice-cold PBS using a 20-gauge catheter. The BALF was centrifuged at 400× *g* for 10 min and the resulting supernatants were stored at −80 °C for protein array analysis. The resulting cell pellets were resuspended in PBS and subjected to cell counting using a hemocytometer in combination with Diff-Quick (Sysmex Corporation, Kobe, Japan) staining.

### 4.4. Measurement of Left Lung Compliance

As described previously [65], the lung compliance of the mice was measured by drawing static air pressure–volume relationships in a mixture of medetomidine, midazolam, and butorphanol (M/M/B: 0.3/4/5 mg/kg)-anesthetized mice tracheotomized with polyethylene tubing (O.D. = 0.8 mm). Total lung capacity was defined as the lung volume of full inflation judged by visual inspection of the lung that fully occupied the chest cavity. Functional residual volume was defined as deflation at 0 cm H_2_O. Lung volumes at an airway pressure of 20 cm H_2_O were estimated between mice at 8 dpi with BLM and PBS in the three genotypes (WT, p38-DN, and MKK6-CA mice).

### 4.5. Immunofluorescence Staining

The lung sections were pretreated with 1:10 FcR blocking agent (Miltenyi Biotech, Gladbach, Germany) for 10 min. They were then treated with primary antibodies (1:100 dilution) as follows: goat anti-proSP-C polyclonal antibody (sc-7706; Santa Cruz Biotech, Dallas, TX, USA), rabbit anti-p38 polyclonal antibody (original production [66]), rabbit anti-proSP-C antibody (customized production [60]; Sigma-Aldrich Japan Genosys, Ishikari, Japan), and mouse anti-phospho-p38 MAPK (pT180/pY182) (clone30, 612281; BD Biosciences, NJ, USA), followed by staining with appropriate fluorescein-conjugated secondary antibodies (1:200 dilution), and 4′,6-diamidino-2-phenylindole (DAPI) was used for nuclear staining. The stained sections were observed under a fluorescence microscope (Axio Imager A2; Zeiss, Oberkochen, Germany).

### 4.6. RNA Sequencing

At 8 dpi, mice under anesthesia were intracardially perfused with ice-cold PBS to wash out blood cells in the lungs and sacrificed. The left lung lobes were homogenized in ISOGEN plus (TaKaRa Bio, Kusatsu, Japan), and total RNA was extracted. Thereafter, 500 ng of total RNA was ribosomal RNA-depleted using a NEBNext rRNA Depletion Kit (New England Biolabs) and was converted to Illumina sequencing library using NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs). The library was validated to determine the size distribution and concentration using a Bioanalyzer (Agilent Technologies). Sequencing was performed on a NextSeq 500 (Illumina) instrument with paired-end 36-base read options. Reads were mapped on the mm10 mouse reference genome and quantified using CLC Genomics Workbench version 12.0 (QIAGEN). All RNA-seq data sets were deposited in the Gene Expression Omnibus database at the National Center for Biotechnology Information with accession number GSE154074.

### 4.7. Identification of Differentially Expressed Genes (DEGs)

To estimate the expression patterns of transcripts among the three genotypes (WT, p38α d.n.-TG and MKK6 c.a.-TG mice) with or without BLM instillation, the read counts were normalized by calculating the number of reads per kilobase per million for each transcript in individual samples using CLC Genomics Workbench version 12.0 (QIAGEN) [67]. Filtering characteristics of fold change −2 to 2 (FDR at *p* < 0.05) were used to identify the DEGs. Subsequently, the distinct gene expression patterns were analyzed comparatively through PCA and clustering heatmaps using CLC Genomics Workbench. GSEA for p38 MAPK pathways in the BLM-treated group among the three genotypes was also performed using GSEA_4.0.3. [68]. K-means functional enrichment analysis of DEGs was analyzed using integrated differential expression and pathway analysis (iDEP) online tools [69]. A volcano plot was used to compare the gene expression levels in terms of the log_2_ fold change. The GO (molecular function and biological process) and KEGG pathway analyses of DEGs between BLM- and PBS-treated groups were performed using ToppGene Suite (https://toppgene.cchmc.org) [70]. Finally, K-means cluster analysis was performed to identify BLM-upregulated genes that depended on the theoretical intrinsic activity of the p38 signal (p38-DN < WT < MKK6-CA) using CLC Genomics Workbench.

### 4.8. Statistical Analysis

Data are expressed as means ± standard error of the mean (SEM). Statistical analysis was conducted using GraphPad Prism Version 6 (GraphPad Software, San Diego, CA, USA). Statistical significance was determined by one-way analysis of variance (ANOVA) followed by Tukey’s or Student’s *t*-tests, and *p*-values < 0.05 were considered significant.

## Figures and Tables

**Figure 1:**
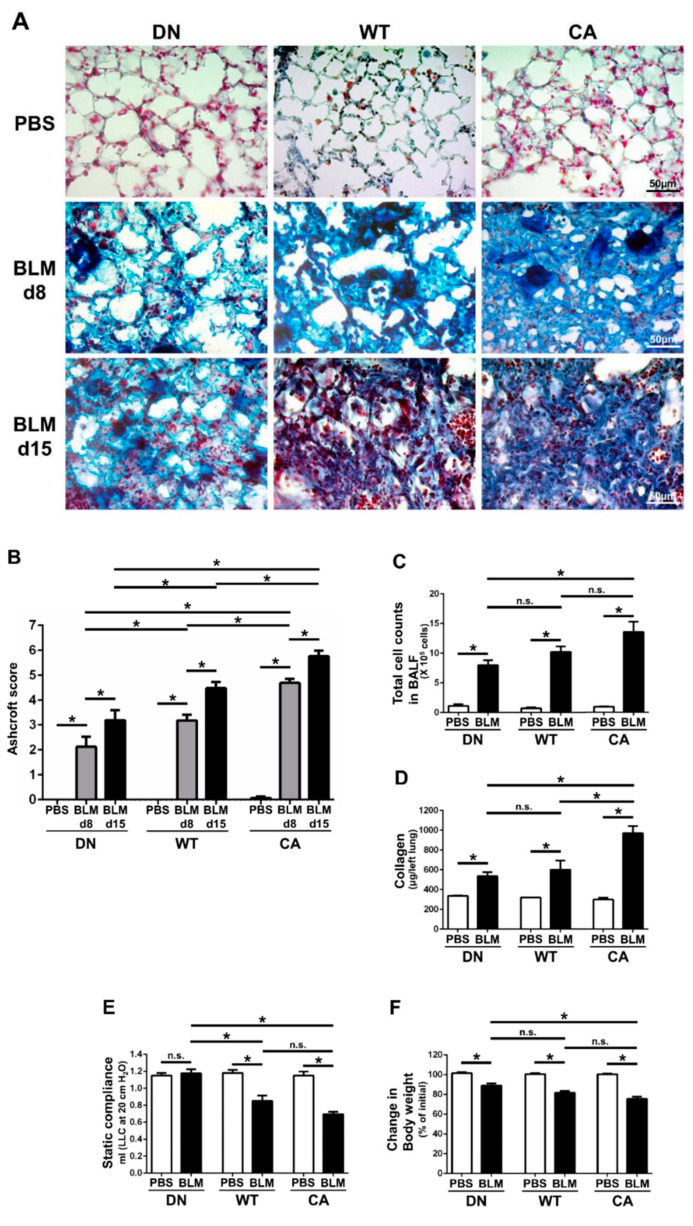
Bleomycin (BLM)-induced pulmonary fibrosis in mice bearing three different abilities of p38 in the lungs. The three mouse genotype groups; namely, MKK6 constitutive active group (CA), wild type group (WT), and p38 dominant negative group (DN), were intratracheally administrated BLM and phosphate-buffered saline (PBS). (**A**) Representative histopathological images of the lung sections stained by Masson’s trichrome (scale bar = 50 µm). Lungs were collected at 8 days post-instillation (dpi) of BLM and PBS, and 15 dpi of BLM. (**B**) Quantification of the fibrotic severity using modified Ashcroft scoring was evaluated in six different lesions at 8 dpi of BLM and PBS, and 15 dpi of BLM (n = 9). (**C**) The numbers of total cells in bronchoalveolar lavage fluid were measured at 8 dpi of BLM and PBS (n = 7). (**D**) The collagen contents of the left lung lobes were measured at 8 dpi of BLM and PBS and normalized to the weight of each left lung (n = 4). (**E**) The static lung compliances were measured at 8 dpi of BLM and PBS (n = 4). (**F**) Proportions of body weight at 8 dpi of BLM and PBS to that before administration (n = 14). All data are represented as means ± standard error of the mean (SEM). * *p* < 0.05, n.s., no significant difference (measured by one-way an analysis of variance (ANOVA) followed by Tukey’s test or unpaired Student’s *t*-test).

**Figure 2:**
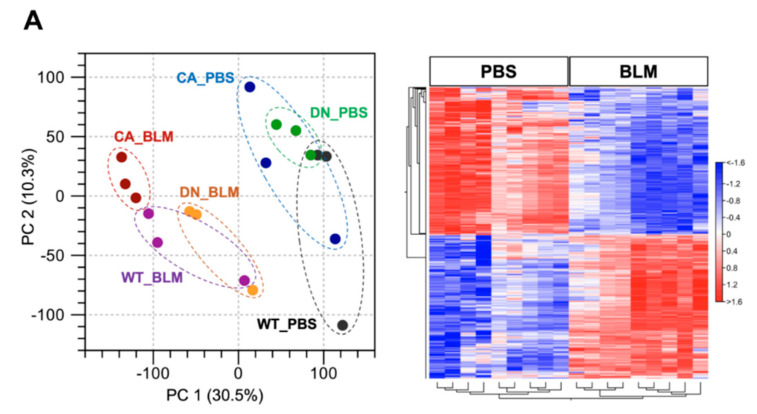

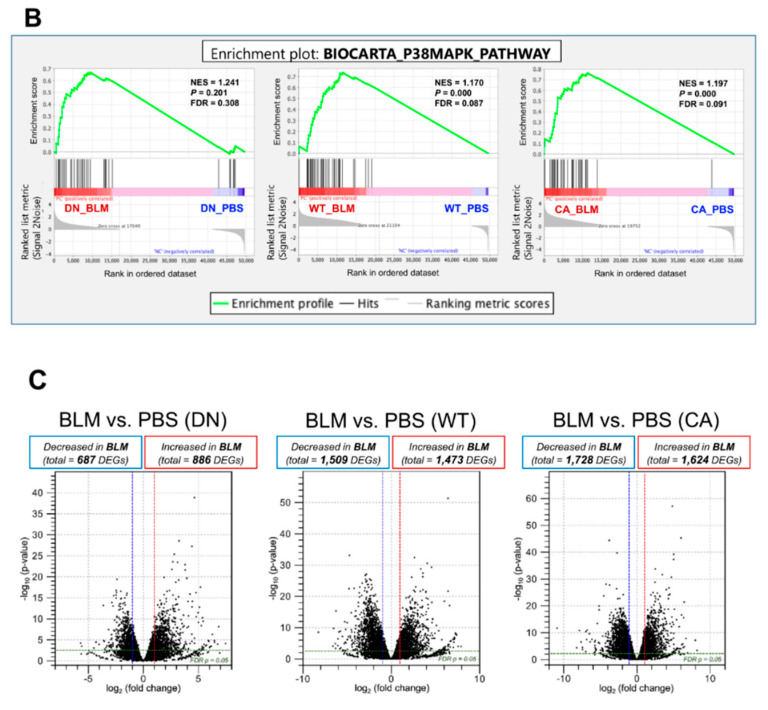
Expression profiling of BLM- and PBS-treated lungs in three different mouse genotypes. Three samples from each group were sequenced. (**A**) Principal component analysis of RNA sequencing datasets among the BLM- and PBS-treated three mouse groups (left). Hierarchical clustering shown in a heatmap of gene expression profiles between the BLM- and PBS-treated groups (right). The red and blue strips represent upregulated and downregulated genes in each group, respectively. (**B**) Gene set enrichment analysis of differential expression in the p38 MAPK pathway between the BLM- and PBS-treated groups of three mouse genotypes. The normalized enrichment scores (NES), normal *p*-values, and false discovery rate (FDR) q values are indicated. (**C**) Volcano plot of differentially expressed genes altered by BLM treatment among three mouse groups. Upregulated and downregulated genes are discriminated based on log2 fold-change and adjusted FDR *p*-value (<0.05).

**Figure 3:**
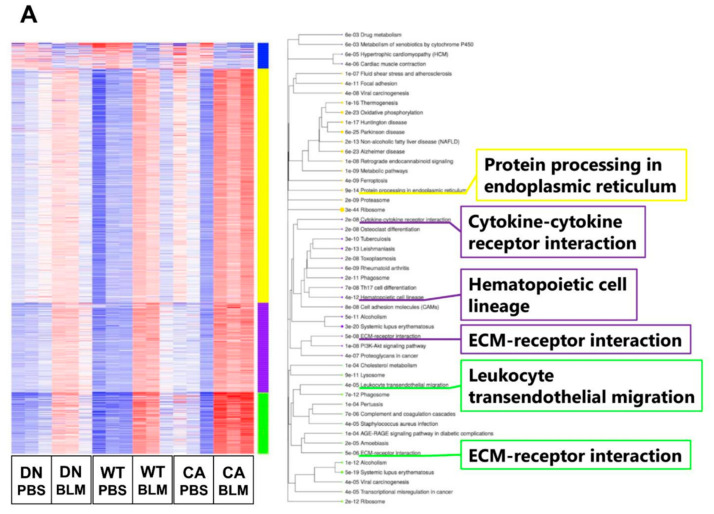

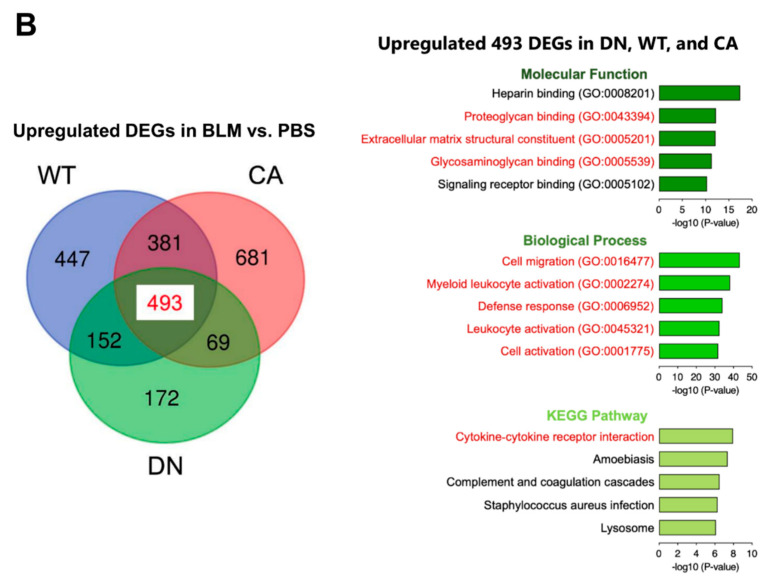
Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes (DEGs) altered by BLM treatment among three mouse groups. (**A**) K-means clustering shown in a heatmap based on the gene expression profiles between the BLM- and PBS-treated groups of three mouse genotypes (left). The colored bars on the right of the diagram indicate clusters. The trees represent enriched KEGG pathways corresponding to each cluster (right). (**B**) Venn diagram showing the overlap of DEGs upregulated by BLM among three mouse groups, with the numbers of DEGs indicated in each area (left). GO and KEGG pathway enrichment analysis of 493 common upregulated DEGs among the three genotypes (right). Top five enriched GO terms associated with molecular function (upper) and biological process (middle), and KEGG pathway analysis (bottom).

**Figure 4:**
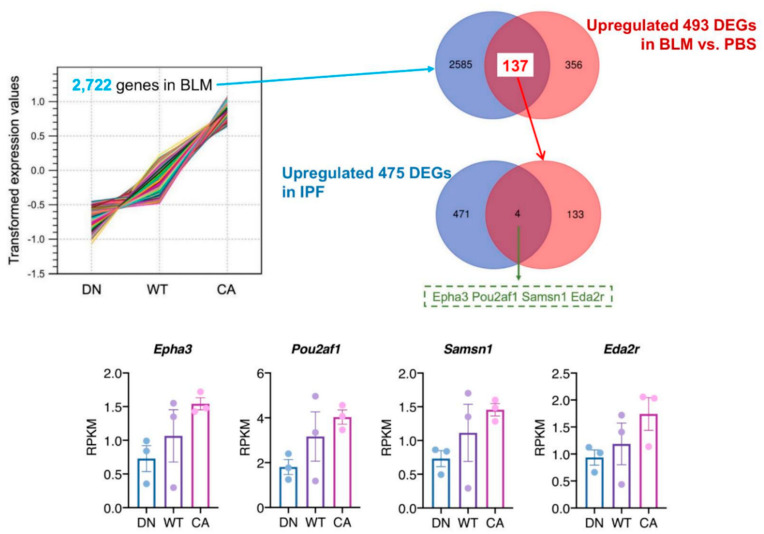
Identification of potential target genes by comparison to a publicly available idiopathic pulmonary fibrosis (IPF) dataset. K-means cluster analysis among three mouse groups treated with BLM revealed a cluster of 2722 genes showing correlation between variations of their mean expression values and stepwise changes in intrinsic p38 activity in the lungs (**left upper**). The Venn diagram in the right upper tier shows the overlap of 2722 genes in this cluster and 493 common upregulated DEGs among the three mouse groups. Likewise, the Venn diagram in the right middle tier shows the overlap of 137 genes identified in our study and 475 upregulated DEGs in human IPF lungs from dataset GSE52463. The four overlapping genes identified in these analyses were EPH receptor A3 (*EPHA3*), POU class 2 homeobox associating factor 1 (*POU2AF1*), SAM domain, SH3 domain and nuclear localization signals 1 (*SAMSN1*), and ectodysplasin A2 receptor (*EDA2R*) (**bottom**). Each bar and plot represent mean reads per kilobase of exon per million mapped sequence reads (RPKM) ± SEM and RPKM value of each sample, respectively.

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/18/6746/s1.

## Abbreviations

AEC II	alveolar epithelial type II cells
ANOVA	analysis of variance
BALF	bronchoalveolar lavage fluids
BLM	bleomycin
CCL	CC chemokine ligand
CCR	CC chemokine receptor
CXCL	C-X-C motif chemokine ligand
DAPI	4′,6-diamidinoA-phenylindole
DEG	differentially expressed gene
dpi	days post-instillation
ECM	extracellular matrix
EDA2R	ectodysplasin A2 receptor
EMT	epithelial-mesenchymal transition
EPHA3	EPH receptor A3
ER	endoplasmic reticulum
FDR	false discovery rate
GO	gene ontology
GSEA	gene set enrichment analysis
HA	hemagglutinin
iDEP	integrated Differential Expression and Pathway analysis
IFN	interferon
IL	interleukin
IPF	idiopathic pulmonary fibrosis
KC	keratinocyte chemoattractant
KEGG	Kyoto Encyclopedia of Genes and Genomes
MAPK	mitogen-activated protein kinase
MAP2K	MAPK kinase
MAP3K	MAPKK kinase
MIP-1α	macrophage inflammatory protein-1α
MIG	monokine induced by gamma interferon
MKK3/6	mitogen-activated protein kinase kinase 3/6
MKK6-CA	MKK6-constitutive active
MMP	matrix metalloprotease
NES	normalized enrichment scores
p38-DN	p38-dominant negative
P-p38	phospho-p38
PBS	phosphate-buffered saline
PCA	principal component analysis
POU2AF1	POU class 2 homeobox associating factor 1
RANTES	regulated upon activation normal T cell expressed and secreted
RNA-seq	RNA sequencing
RPKM	reads per kilobase of exon per million mapped sequence reads
SAMSN1	SAM domain, SH3 domain and nuclear localization signals 1
SDF-1	stromal cell-derived factor 1
SEM	standard error of the mean
SP-C	surfactant protein C
SV40	sarcoma virus 40
TGF	transforming growth factor
WT	wild-type

How the deposited data were processed for this re-analysis (not part of the article)

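The data were RNA-seq values of lungs of WT, MKK6-CA and p38-DN mice taken 8 days after intratracheal BLM (3 mg per kg) or PBS, with 3 mice in each of the 6 groups and 1 library per mouse, 18 libraries in all. The authors made stranded libraries from RNA depleted of ribosomal RNA, mapped the reads to the mouse genome (GRCm38, mm10, per the submitters' processing notes) and counted them per gene in CLC Genomics Workbench. The deposited table holds 49585 genes and 487 columns, of which 136 were used here.

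The expression values of the table are the authors' exon read counts, as deposited, and they lay between the unique and the total exon reads of the same gene in all libraries. These counts were the input of all tests of genes, after the genes with 0 annotated exons had dropped out with no counts. RPKM per library is given as deposited by the authors, who computed it on all reads of each library, and it was used as an alternative scale, for the stepwise order too. Unique and total exon reads, total gene reads and intron reads are counts made by the authors, and they gave the share of gene reads on exons and an alternative count. The p-value and FDR columns come from the authors' pairwise tests of negative binomial models, and they served only to count the genes these tests call at the same thresholds. The score columns are, per the file headers, signed linear fold changes of the same tests, and they were read for direction and size of those calls. Gene names, exon numbers, exon lengths and positions are the authors' gene annotation. Of 252 per-sample measurement columns, 144 were not used, among them percentages and counts of read classes that no statement of the study rests on. Tables of enriched GO terms and KEGG pathways, the human data and the lavage fluid proteins are not part of the table and were not analysed.

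Library totals of exon counts ranged from 990466 to 7766531, with group means of 1764343, 2622349, 3082013, 4254275, 6352730 and 3187539 in the WT PBS, MKK6-CA PBS, p38-DN PBS, WT BLM, MKK6-CA BLM and p38-DN BLM groups. The mean number of genes with a count in these groups was 15868, 16888, 16964, 17837, 18365 and 17505. A gene with few counts has a wide error at this depth: genes are therefore given with the standard error of the log2 fold change. Small structural RNA took a share of the gene reads that differed between groups and replicates, so the exon share of each library was examined beside the results.

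Genes were kept by edgeR's filterByExpr (the CPM of 10 counts at the median depth in at least 3 libraries, and 15 counts in all), which left 13933. TMM factors, edgeR's robust quasi-likelihood fit with 1 mean per group over all 18 libraries, and Benjamini-Hochberg adjustment over all tested genes gave the comparisons: BLM against PBS in each genotype and averaged over genotypes, differences between genotypes in the response to BLM (interactions), the difference between BLM-treated MKK6-CA and p38-DN lungs (called p38 activity in BLM-treated lungs), and genotypes against WT in PBS-treated lungs. DEGs passed FDR 0.05 and 2-fold, and interactions and p38 activity FDR 0.05 alone. Principal components were computed on log2 CPM with a prior count of 2, scaled per gene. K-means with 4 clusters used the genes changed in at least 1 genotype. For 43 gene lists, written by hand from general knowledge of cell types and pathways, limma's camera was run with a preset correlation of 0.01 and with an estimated one, and Fisher's exact test for lists among common genes. Single values of 3 libraries were compared by exact permutation. Gene set enrichment for the p38 MAPK pathway used fgsea with 1000 permutations of genes. The p38 MAPK list was written after the BioCarta pathway without access to it. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Named genes were taken from the genes past the threshold with a mean log2 CPM of at least 1 and from those the study names.

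The analysis was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold: of these, 60% and 90% were found for BLM against PBS in p38-DN, 48% and 87% in WT, 55% and 95% in MKK6-CA and 88% and 100% on average over genotypes, 27% and 81% for the interaction of MKK6-CA with p38-DN, 15% and 72% for that with WT, and 64% and 95% for p38 activity in BLM-treated lungs. A changed gene counted as found by FDR alone, without the 2-fold threshold that DEGs also have to pass. For BLM against PBS these percentages are therefore not the recovery of DEGs, which was not tested. The 100 genes changed at each fold were drawn from those with a mean log2 CPM of at least 1. The percentages do not cover genes below that. Between 2.45% and 7.53% of the genes called in the simulated data had not been changed. A list with all of its genes raised 2-fold in simulated data ranked at place 1 of the lists in each genotype, and in MKK6-CA 1 list that had not been changed passed too. Genes were drawn independently of each other there, so this does not test how camera treats genes that vary together. Nor does it test how many false calls arise where genes vary together between libraries, as they do with exon share.

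Alternatives covered the normalization (DESeq2's size factors, library size alone, library sizes without abundant RNA), the tool (DESeq2, edgeR's likelihood ratio test, limma-voom), the filter, limma on log2(RPKM + 1) and log2(RPKM + 0.1), the thresholds, the groups in the fit, the replicate number as a block, each library left out in turn, genes without Gm and Rik names, equal depth, total exon reads, the gene Gm26917 left out, libraries of low exon share left out and the exon share as a covariate. Scaling moved the median of all genes: on log2(RPKM + 1) by 0.202, 0.790 and 0.713 for BLM against PBS in p38-DN, WT and MKK6-CA, on log2(RPKM + 0.1) by 0.255, 1.15 and 0.924, and with library size alone by 0.311 in WT. Fold changes are relative to the TMM scale. The libraries of low exon share were WT PBS replicate 1 (11.6%), WT BLM replicate 3 (22.1%) and MKK6-CA PBS replicate 3 (15.5%). They were picked by their share relative to the highest in their own group, and no p38-DN library was among them. No library was left out of the reported tests.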

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

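The share of reads on *Rn7s1* was chosen as a measure after the values were seen, and the other tests of this part were not. Of the 13933 genes, 6 differed in their response to BLM between MKK6-CA and p38-DN lungs by edgeR's interaction test, as differences of log2 fold changes: *Dbp*, a clock-controlled gene, at -3.09 (SE 0.35, FDR = 9.81e-04), *Snhg11*, a noncoding gene, at -1.49 (SE 0.24, FDR = 0.0326), *Cdkn1c*, a cell cycle inhibitor gene, at 2.32 (SE 0.38, FDR = 0.0326), *Brix1*, of ribosome assembly, at 1.66 (SE 0.28, FDR = 0.0326), *Medag*, of adipocyte formation, at 2.73 (SE 0.46, FDR = 0.0326), and *Col23a1*, a transmembrane collagen gene, at 1.53 (SE 0.26, FDR = 0.0386). Each rests on 3 libraries per group, and over fits without 1 library the number of such genes ranged from 1 (without WT PBS replicate 2) to 50 (without WT BLM replicate 3).

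The response of *Gimap8*, of lymphocytes, was lower in MKK6-CA than in WT lungs by the same test, at -1.56 (SE 0.23, FDR = 0.0252). Fits without 1 library gave from 0 (without WT PBS replicate 1) to 46 (without MKK6-CA PBS replicate 3) genes.

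In PBS-treated lungs, which the study used as controls, 127 genes differed between p38-DN and WT (39 higher and 88 lower in p38-DN) and 16 between MKK6-CA and WT (15 higher and 1 lower). The first number fell to 0 in edgeR's test without p38-DN PBS replicate 1 and rose to 203 without MKK6-CA PBS replicate 3, and the second went to 0 without WT PBS replicate 1 and to 394 without MKK6-CA PBS replicate 3.

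The 7SL RNA gene *Rn7s1* took a mean of 43.7% of the gene reads in WT PBS lungs, from 40.2% to 50.1% over the 3 libraries.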

How the results depend on the processing

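The fits at equal depth, on total exon reads, without Gm26917, with low exon share left out and with exon share as covariate were chosen after the results were seen, and the other alternatives were set before the data were examined. Of 458 values of these other alternatives, 352 were within 1.5 times the reported ones or kept the call, as were 526 of 594 with 1 library left out and 131 of 157 of those chosen later. The values that moved follow, and for none of them was the cause tested. Of 143 changes of named genes, 141 kept their call by DESeq2, 134 by limma-voom, 111 on log2(RPKM + 1), 126 at equal depth and 105 with exon share as covariate.

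At FDR 0.01, 592 genes rose after BLM in p38-DN, 430 fell in p38-DN, 334 rose in all genotypes, the response differed for 1 and 0 genes (MKK6-CA against p38-DN and MKK6-CA against WT), 306 were higher and 158 were lower with p38 activity and 0 and 1 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. With no fold threshold, 1512, 2720 and 3313 genes rose after BLM in p38-DN, WT and MKK6-CA, 1347, 2622 and 3314 fell in p38-DN, WT and MKK6-CA, averaged over genotypes 4541 went up and 4073 went down, 957 rose in all genotypes and 28 and 201 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. With a mean of at least 100 counts, 312, 551 and 596 genes rose after BLM in p38-DN, WT and MKK6-CA, 250, 522 and 657 fell in p38-DN, WT and MKK6-CA, averaged over genotypes 428 went up and 435 went down, 206 rose in all genotypes, the response differed for 2, 3 and 11 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN), 1081 were higher with p38 activity, 26 and 68 differed between MKK6-CA and WT, and p38-DN and WT, with PBS, 2303 were stepwise, 147 of the common genes were stepwise and 3 of the 15 changes of *Epha3*, *Pou2af1*, *Samsn1*, *Eda2r* and *Tgfb1* passed. With no filter on low counts, the response differed for 26, 32 and 41 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN), 39 differed between MKK6-CA and WT with PBS, p38 MAPK pathway list in MKK6-CA had a mean of 0.22 and adjusted p = 0.0409 and *Mmp2* with p38 activity changed sign (0.00246). By DESeq2, the response differed for 143, 131 and 165 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN) and 111 and 241 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. By edgeR's likelihood ratio test, the response differed for 183, 118 and 212 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN) and 152 and 274 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. By limma-voom, the response differed for 0 genes (MKK6-CA against WT) and 3 and 55 differed between MKK6-CA and WT, and p38-DN and WT, with PBS.

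With library size alone, 2466 genes rose after BLM in WT, the response differed for 30 and 11 genes (MKK6-CA against WT and WT against p38-DN), 693 were higher with p38 activity and 67 and 265 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. On log2(RPKM + 1), 296, 3603 and 3458 genes rose after BLM in p38-DN, WT and MKK6-CA, 80, 126 and 97 fell in p38-DN, WT and MKK6-CA, the ratio of upregulated and downregulated genes, MKK6-CA to p38-DN, was 11.7 and 1.21, averaged over genotypes 90 went down, 253 rose in all genotypes, the response differed for 16, 0 and 4 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN), 656 were higher and 57 were lower with p38 activity, 0 and 256 differed between MKK6-CA and WT, and p38-DN and WT, with PBS, 5 of the 15 changes of *Epha3*, *Pou2af1*, *Samsn1*, *Eda2r* and *Tgfb1* passed, *Mmp2* with p38 activity changed sign (0.42), *Mmp9* after BLM in p38-DN changed sign (0.00830) and *Mmp9* after BLM in WT changed sign (0.18). On log2(RPKM + 0.1), 8117 and 5884 genes rose after BLM in WT and MKK6-CA, 221, 415 and 433 fell in p38-DN, WT and MKK6-CA, the ratio of upregulated genes, MKK6-CA to p38-DN, was 8.32, averaged over genotypes 4742 went up and 386 went down, the response differed for 0 genes (MKK6-CA against p38-DN), 53 were higher and 9 were lower with p38 activity, 0 and 3617 differed between MKK6-CA and WT, and p38-DN and WT, with PBS, *Mmp2* with p38 activity changed sign (0.44) and *Mmp9* after BLM in WT changed sign (0.45). With only the groups compared in the fit, the response differed for 11, 0 and 38 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN) and 0 and 277 differed between MKK6-CA and WT, and p38-DN and WT, with PBS. By k-means with 10 clusters, 1702 were stepwise and 161 of the common genes were stepwise. By limma's camera with an estimated correlation, along p38 activity, protein processing in the ER had a mean of 0.56 and adjusted p = 0.305, ECM glycoproteins had a mean of 0.61 and adjusted p = 0.527 and cytokines and chemokines had a mean of 1.15 and adjusted p = 0.305.

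At equal depth, 593 genes rose after BLM in p38-DN, 316 rose in all genotypes, the response differed for 1, 2 and 1 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN), 800 were higher and 544 were lower with p38 activity, 181 of the common genes were stepwise and *Mmp9* after BLM in p38-DN changed sign (0.00615). With the libraries of low exon share left out, the response differed for 39, 247 and 645 genes (MKK6-CA against p38-DN, MKK6-CA against WT and WT against p38-DN), 2292 were lower with p38 activity, 522 differed between MKK6-CA and WT with PBS and *Mmp9* after BLM in WT changed sign (0.0729). With exon share as covariate, 960 and 718 genes rose after BLM in WT and MKK6-CA, 848 fell in MKK6-CA, the ratio of upregulated and downregulated genes, MKK6-CA to p38-DN, was 0.747 and 1.26, the response differed for 307 and 1 genes (MKK6-CA against WT and WT against p38-DN), 243 were higher and 207 were lower with p38 activity, 8 and 84 differed between MKK6-CA and WT, and p38-DN and WT, with PBS, 9 of the 15 changes of *Epha3*, *Pou2af1*, *Samsn1*, *Eda2r* and *Tgfb1* passed, ECM glycoproteins had a mean of 0.0784 and adjusted p = 0.331, *Epha3* with p38 activity changed sign (-0.10), *Mmp3* after BLM in p38-DN changed sign (-0.0728), *Sftpc* after BLM in MKK6-CA changed sign (-0.0625) and *Sftpc* after BLM in WT changed sign (-0.19).

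With the replicate number as a block (replicate block), the response differed for 1 and 0 genes (MKK6-CA against p38-DN and MKK6-CA against WT) and 84 differed between p38-DN and WT with PBS. The numbers do not pair the libraries: after group means were removed, libraries of 1 number correlated with r from -0.351 to 0.526 (median -0.00597 over 45 pairs) and those of different numbers with r from -0.463 to 0.352 (median 0.0168), and 8 of 18 libraries correlated best with a library of their own number.

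The next values are for fits with 1 library left out, given as its group and replicate number with the value without it. The genes lower after BLM in p38-DN numbered 465 (without p38-DN BLM replicate 1) to 818 (without p38-DN BLM replicate 3), with changes without p38-DN BLM 1 (465). The ratio of genes lower after BLM, MKK6-CA to p38-DN ranged from 1.97 to 3.90 (without p38-DN BLM replicate 1). The genes whose BLM response differs, MKK6-CA against p38-DN numbered 1 (without WT PBS replicate 2) to 50 (without WT BLM replicate 3), with changes without WT PBS 2 (1), WT BLM 2 (1), WT BLM 3 (50), MKK6-CA PBS 1 (19), MKK6-CA PBS 2 (1), MKK6-CA PBS 3 (2), MKK6-CA BLM 1 (2), MKK6-CA BLM 3 (1), p38-DN PBS 1 (1), p38-DN PBS 2 (1), p38-DN PBS 3 (1), p38-DN BLM 1 (13), p38-DN BLM 2 (1), p38-DN BLM 3 (1). The genes whose BLM response differs, MKK6-CA against WT numbered 0 (without WT PBS replicate 1) to 46 (without MKK6-CA PBS replicate 3), with changes without WT PBS 1 (0), WT PBS 2 (0), WT PBS 3 (0), WT BLM 1 (28), WT BLM 2 (0), WT BLM 3 (0), MKK6-CA PBS 1 (0), MKK6-CA PBS 2 (0), MKK6-CA PBS 3 (46), MKK6-CA BLM 2 (0), MKK6-CA BLM 3 (0), p38-DN PBS 2 (0), p38-DN BLM 1 (0), p38-DN BLM 3 (2). The genes whose BLM response differs, WT against p38-DN numbered 0 (without WT PBS replicate 1) to 166 (without WT BLM replicate 3), with changes without WT PBS 3 (27), WT BLM 3 (166), MKK6-CA PBS 3 (92), p38-DN PBS 1 (1), p38-DN BLM 1 (6). The genes rising with p38 activity in BLM-treated lungs numbered 361 (without MKK6-CA BLM replicate 3) to 2013 (without WT BLM replicate 3), with changes without MKK6-CA BLM 1 (861), MKK6-CA BLM 3 (361), p38-DN BLM 2 (842), p38-DN BLM 3 (447). The genes falling with p38 activity in BLM-treated lungs numbered 189 (without MKK6-CA BLM replicate 3) to 1735 (without WT BLM replicate 3), with changes without MKK6-CA BLM 1 (534), MKK6-CA BLM 2 (882), MKK6-CA BLM 3 (189), p38-DN BLM 2 (725), p38-DN BLM 3 (260). The genes that differ between MKK6-CA and WT in PBS-treated lungs numbered 0 (without WT PBS replicate 1) to 394 (without MKK6-CA PBS replicate 3), with changes without WT PBS 1 (0), WT PBS 2 (0), WT BLM 3 (46), MKK6-CA PBS 1 (0), MKK6-CA PBS 2 (1), MKK6-CA PBS 3 (394), MKK6-CA BLM 1 (6), MKK6-CA BLM 3 (10), p38-DN PBS 1 (8), p38-DN PBS 2 (10), p38-DN PBS 3 (4), p38-DN BLM 1 (9), p38-DN BLM 2 (6), p38-DN BLM 3 (40). The genes that differ between p38-DN and WT in PBS-treated lungs numbered 0 (without p38-DN PBS replicate 1) to 203 (without MKK6-CA PBS replicate 3), with changes without WT PBS 1 (6), WT PBS 2 (10), MKK6-CA PBS 3 (203), p38-DN PBS 1 (0), p38-DN PBS 2 (42), p38-DN PBS 3 (0), p38-DN BLM 2 (81). *Mapk14* in PBS-treated p38-DN against WT lungs ranged from 0.78 (without p38-DN PBS replicate 1) to 1.103, and did not pass without WT PBS replicate 2, p38-DN PBS replicate 1 and p38-DN PBS replicate 3. *Mmp2* along p38 activity ranged from -0.19 to 0.0664 and changed sign without MKK6-CA BLM replicate 2, p38-DN BLM replicate 1 and p38-DN BLM replicate 2. *Mmp3* after BLM in p38-DN ranged from -0.0636 to 0.55 and changed sign without p38-DN PBS replicate 1. *Mmp9* after BLM in p38-DN ranged from -0.63 to 0.0869 and changed sign without p38-DN BLM replicate 3.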

Differences from the paper's values

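The count of common genes in deposited RPKM, k-means on RPKM and the fit with exon share as covariate were chosen after the results were seen. The other tests of this part were not. The means of 4336 genes rose in the order p38-DN, WT, MKK6-CA after BLM, and the paper's value is 2722, for a k-means cluster whose number of clusters its text does not state. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were library size alone (3609), mean of at least 100 counts (2303), without Gm and Rik genes (3963), medians in place of means (3998), and without WT BLM replicate 1 (3413), without WT BLM replicate 2 (3908) and without p38-DN BLM replicate 3 (3751). Those outside were DESeq2 size factors in edgeR (4255), no filter on low counts (5533), log2(RPKM + 1) (6317), log2(RPKM + 0.1) (6317), library sizes without abundant RNA (4312), k-means with 10 clusters (1702), k-means with 6 clusters (4330), and the other fits without 1 library (4249 to 4626).

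Among the genes upregulated in all genotypes, 307 were stepwise, and the paper's value is 137. Of the same alternatives, those within 1.5 times it were mean of at least 100 counts (147), log2(RPKM + 1) (205), k-means with 10 clusters (161). Those outside were DESeq2 size factors in edgeR (306), library size alone (335), no filter on low counts (301), log2(RPKM + 0.1) (375), library sizes without abundant RNA (304), without Gm and Rik genes (299), k-means with 6 clusters (245), medians in place of means (256), and all fits without 1 library (234 to 328). In deposited RPKM 6317 genes were stepwise, the same count as given above for log2(RPKM + 1). Chosen after seeing the values were the 405 common genes stepwise in deposited RPKM and k-means on it. With 6 clusters this k-means gave 6756 and 401 genes, and with 10 clusters 1329 and 186. The last of these is within 1.5 times the paper's 137. How many of the paper's 137 genes each of these drops is not known, since those genes are in its Supplementary Tables S5 and S6, which were not available here.

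The paper states that p38 MAPK pathway genes were enriched after BLM in WT and MKK6-CA lungs below its q threshold of 0.25. Here gene set enrichment gave adjusted p = 0.285 in WT, and in MKK6-CA 0.110, which is below that threshold. In p38-DN, where the paper finds no enrichment, it was 0.294. The unadjusted permutation p was below 0.25 in all 3 genotypes (0.233 in p38-DN, 0.245 in WT and 0.0790 in MKK6-CA), so that it does not part them. The adjustment here was over 43 lists, and the list was written without access to the pathway's gene set. The paper states that expression of p38 MAPK pathway genes followed the p38 activity of the lungs, and between BLM-treated MKK6-CA and p38-DN lungs the list gave adjusted p = 0.643 by limma's camera, with 5 of 38 genes higher and 3 lower.

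The paper's plot of principal components is described as parting all BLM-treated from all PBS-treated groups with less variance after BLM. Here group means were parted, but 1 of 9 BLM-treated lungs lay within the range of the PBS-treated lungs on PC1, and the spread fell with BLM in WT and MKK6-CA but rose in p38-DN, to 1.24 times its PBS value.

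The paper connects higher collagen and the proteases MMP-2, MMP-3 and MMP-9, measured as protein, to higher p38 activity. In RNA of BLM-treated lungs, *Mmp3* and *Mmp9* were higher in MKK6-CA than in p38-DN (log2 differences of 2.27 and 2.34), whereas *Mmp2* was at -0.04, and collagen genes gave adjusted p = 0.798 with 2 of 20 higher and 2 lower. The paper places genes for protein processing in the ER in a k-means cluster enriched in them. Here the cluster with most of them held 5 of 44 and had FDR = 0.685, while 27 of 44 were higher in BLM-treated MKK6-CA than in p38-DN lungs (2 with exon share as covariate).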

Other observations

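The test of clock genes was chosen after its result was seen, as were the fits at equal depth, with low exon share left out and with exon share as covariate. Histone genes of the replication-dependent clusters rose past the threshold after BLM, 14, 21 and 32 of 35 in p38-DN, WT and MKK6-CA, and 21 were higher in BLM-treated MKK6-CA than in p38-DN lungs, though reads of their near-identical copies are not assigned with certainty. Nuclear genes of oxidative phosphorylation rose past the threshold in MKK6-CA (12 of 41) and none of them in p38-DN or WT (camera on the difference of the responses, MKK6-CA against p38-DN, adjusted p = 1.49e-06, and 0.450 with an estimated correlation), with 19 above p38-DN after BLM, among them the cytochrome oxidase genes *Cox6a1* at 1.16 (SE 0.24) and *Cox7a2* at 1.38 (SE 0.34) on the log2 scale. Of 13 mitochondrially encoded transcripts, 11 fell past the threshold in WT and 12 in MKK6-CA, and in p38-DN 0 did in edgeR's test (0 by DESeq2, and 2 had unadjusted p < 0.05), though all 13 were lower there, with medians of -1.17, -1.93 and -2.07 in p38-DN, WT and MKK6-CA (adjusted p = 0.00837, 3.55e-04 and 0.00230 by limma's camera, and 0.544, 0.406 and 0.490 with an estimated correlation). Complement and coagulation genes rose in 11, 14 and 19 of 23 cases, and 12 were higher in BLM-treated MKK6-CA than in p38-DN lungs, with *C3* at 1.45 (SE 0.26) and the inhibitor gene *Serping1* at 1.88 (SE 0.47). By limma's camera, MKK6-CA against p38-DN after BLM gave adjusted p = 4.15e-11, 5.78e-08 and 9.81e-10 for histones, oxidative phosphorylation and complement, and 0.305, 0.425 and 0.305 with an estimated correlation. The mean exon share was 42.5% in BLM-treated MKK6-CA and 29.5% in BLM-treated p38-DN lungs. Over all genes, 1639 were higher and 1329 lower in this comparison, and 243 and 207 with exon share as covariate. For these lists the values with that covariate are not given here. Adjusted over each list alone, 23, 22 and 32 histone genes, 0, 0 and 12 of oxidative phosphorylation and 11, 15 and 19 of complement rose in the 3 genotypes, 0, 13 and 13 mitochondrial transcripts fell, and 23, 26 and 18 genes of the first lists were higher in BLM-treated MKK6-CA than in p38-DN lungs. The single genes had FDR = 0.00634, 0.0143, 0.00396 and 0.0162 in edgeR's test.

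Interferon-stimulated genes rose in 13 of 26 cases in p38-DN lungs, 6 in WT and 5 in MKK6-CA, with *Isg15* at 2.85 (SE 0.42), 1.46 (SE 0.41) and 1.89 (SE 0.39). The response of the list was lower in MKK6-CA than in p38-DN (median difference -0.82, adjusted p = 4.57e-05 by limma's camera, and 0.450 with an estimated correlation), and in PBS-treated lungs its median was -0.77 in p38-DN relative to WT. Of 18 airway epithelial genes, 10, 14 and 15 fell past the threshold, with the ciliary regulator gene *Foxj1* at -1.13 (SE 0.33), -2.66 (SE 0.34) and -2.08 (SE 0.33). Of 15 genes of the transitional epithelium of injured alveoli, 8, 7 and 11 rose past the threshold, with adjusted p = 1.36e-10, 0.00175 and 6.82e-09 by limma's camera and 0.0129, 0.219 and 0.0551 with an estimated correlation, and the tight junction gene *Cldn4* at 2.10 (SE 0.29), 2.17 (SE 0.31) and 2.11 (SE 0.30) and the growth factor gene *Hbegf* at 1.64 (SE 0.18), 2.36 (SE 0.21) and 1.96 (SE 0.18) in p38-DN, WT and MKK6-CA. Adjusted over each list alone, 17, 6 and 5 interferon-stimulated and 8, 7 and 11 transitional genes rose and 10, 15 and 15 airway genes fell, while 2 airway genes rose in p38-DN, where 5 of 18 were above 0 and the mean log2 fold change was -0.24. FDR = 2.25e-04, 0.00908 and 8.51e-04 for *Isg15*, 0.0209, 2.37e-05 and 1.68e-04 for *Foxj1*, 1.21e-04, 4.11e-05 and 4.48e-05 for *Cldn4* and 1.97e-05, 8.45e-07 and 1.52e-06 for *Hbegf* in edgeR's test.

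*Dbp* was lower in BLM-treated MKK6-CA than in p38-DN lungs, by a log2 difference of -3.11 (SE 0.27, FDR = 1.24e-05) in edgeR's test. A candidate explanation is a difference in clock phase between the groups at the time of sampling: in MKK6-CA minus p38-DN, 9 of 10 clock output genes were lower (mean log2 difference -1.07) and 5 of 5 genes of the opposite phase higher (0.98), 2.05 apart, with 8 of 15 past FDR 0.05. *Dbp* is itself among these output genes, so its own difference enters their mean and the distance. The genes of the opposite phase do not include it. In the difference of the responses to BLM, MKK6-CA against p38-DN, 1 of the 15 genes passed FDR 0.05. The distance ranged from 1.83 to 2.31 over 18 fits without 1 library and was 2.25 with exon share as covariate and 2.06 with low exon share left out. After BLM WT lay between them, at 1.04 for MKK6-CA minus WT and -1.01 for p38-DN minus WT, and relative to PBS the distance was 0.57, 0.98 and 2.52 in p38-DN, WT and MKK6-CA, and with PBS it was -0.49 for MKK6-CA minus WT and -0.59 for p38-DN minus WT. Whether the hour of sampling, the lung's clock or p38 itself is behind it was not tested.

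Many genes had means in the order p38-DN, WT, MKK6-CA after BLM. Structural RNA in the RPKM denominator stays open, since with TMM-normalized counts 31.1% of the tested genes were in that order, 0.686 of the percent in RPKM, which lies between the bounds set for and against it, and the design ties the structural RNA to the groups. In the reverse order were 28.7% with TMM-normalized counts, and in RPKM 9.48% against 45.3% in the first order. The excess of the first order over its reverse thus depended on the scale. An effect of p38 activity stays open too: 21.3% of genes passed FDR 0.05 between BLM-treated MKK6-CA and p38-DN lungs, 9.65% at equal depth, 33.2% with low exon share left out and 3.23% with exon share as covariate.

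BLM changed more genes in MKK6-CA than in p38-DN lungs. Unequal depth is argued against as the whole cause, since with all libraries thinned to 988203 counts the ratio of DEGs was 2.51. A difference in exon share stays open: with exon share as covariate the ratio was 0.957, and over the 3077 genes changed in WT the mean log2 fold change went from 1.52 (median SE 0.324) to 1.08 (0.375) in MKK6-CA, from 1.97 (0.361) to 1.53 (0.415) in WT and from 1.11 (0.325) to 1.01 (0.281) in p38-DN. Of 2008.0 genes whose call in MKK6-CA ended, 1685.0 no longer passed FDR 0.05 and 1509.0 no longer 2-fold (1186.0 neither), with the mean log2 fold change in the first direction going from 1.58 (median SE 0.352) to 0.83 (0.379) and a larger error for 1387.0, and the share itself went with treatment and genotype, so that the covariate takes up part of any effect of these. A larger response with higher p38 activity also stays open, with a mean log2 fold change in MKK6-CA 1.37 times that in p38-DN over the same genes.

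The PBS groups spread more widely than the BLM groups on average. Libraries of low exon share stay open as a source: without them the ratio of spreads, BLM to PBS, was 0.924, between the bounds set for and against. That fit cannot decide it, since the libraries were picked for a share far below the highest of their own group. Leaving out such a library can narrow its group in itself. They were WT PBS replicate 1, MKK6-CA PBS replicate 3 and WT BLM replicate 3. Unequal depth stays open as well, since at equal depth the ratio was 0.963. No biological explanation of the spread was tested.

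For each comparison the libraries were also put into other groups of the same sizes. For BLM against PBS averaged over genotypes, 100 of 4000 possible splits were run. Of these 100, 1 split, the real one, gave as many as 2781 genes (highest other 2076), which argues against chance there without excluding it. For the interactions the splits exchanged the 2 genotypes within each treatment. They leave chance open for MKK6-CA against p38-DN, where 5 of 100 splits gave as many as the real 6 genes (highest other 2281), and for MKK6-CA against WT, where 9 of 100 gave as many as 1 (301). All 4 other splits behind the first number left the BLM groups whole and mixed the PBS groups, as 3 of 8 behind the second did, so that a difference between genotypes after BLM, a known structure of the samples, enters the interaction there. For WT against p38-DN the real number is 0, which every split reaches, and the splits test nothing (highest other 700). In the other comparisons 3 against 3 libraries make 10 splits, too few for a share under 0.05: the real and highest other values were 1606 and 1 for BLM in p38-DN (1 split as large), 3077 and 11 in WT (1), 3259 and 0 in MKK6-CA (1), 2968 and 0 for p38 activity (1), 127 and 0 for p38-DN against WT with PBS (1), and 16 and 34 for MKK6-CA against WT with PBS (2).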
